# The CCR4-NOT Complex Is Implicated in the Viability of Aneuploid Yeasts

**DOI:** 10.1371/journal.pgen.1002776

**Published:** 2012-06-21

**Authors:** Yoshie Tange, Atsushi Kurabayashi, Bunshiro Goto, Kwang-Lae Hoe, Dong-Uk Kim, Han-Oh Park, Jacqueline Hayles, Yuji Chikashige, Chihiro Tsutumi, Yasushi Hiraoka, Fumiaki Yamao, Paul Nurse, Osami Niwa

## Abstract

To identify the genes required to sustain aneuploid viability, we screened a deletion library of non-essential genes in the fission yeast *Schizosaccharomyces pombe*, in which most types of aneuploidy are eventually lethal to the cell. Aneuploids remain viable for a period of time and can form colonies by reducing the extent of the aneuploidy. We hypothesized that a reduction in colony formation efficiency could be used to screen for gene deletions that compromise aneuploid viability. Deletion mutants were used to measure the effects on the viability of spores derived from triploid meiosis and from a chromosome instability mutant. We found that the CCR4-NOT complex, an evolutionarily conserved general regulator of mRNA turnover, and other related factors, including poly(A)-specific nuclease for mRNA decay, are involved in aneuploid viability. Defective mutations in CCR4-NOT complex components in the distantly related yeast *Saccharomyces cerevisiae* also affected the viability of spores produced from triploid cells, suggesting that this complex has a conserved role in aneuploids. In addition, our findings suggest that the genes required for homologous recombination repair are important for aneuploid viability.

## Author Summary

Aneuploidy is a major cause of abortive development and is implicated in tumorigenesis in humans. Recent studies revealed that the increased need for protein degradation might account for the detrimental effects of aneuploidy on a cell. Here, we investigated the genetic systems responsible for aneuploid viability. Using a collection of gene deletions in fission yeast, we isolated mutants that affect aneuploid viability. We found that an evolutionarily conserved transcription regulator, the CCR4-NOT complex, and its related factors are required for aneuploid viability, suggesting that regulation of mRNA turnover is required to tolerate aneuploidy. In addition, homologous recombination repair is important for aneuploid viability.

## Introduction

Aneuploidy is defined as a deviation from a multiple of the basic chromosome number and is a major cause of developmental defects in animals and humans [1]. Aneuploidy is implicated in tumorigenesis [2]. Aneuploidy is caused by errors in chromosome transmission and generally occurs at a low rate, but rates increase when chromosome transmission fidelity is perturbed, e.g., by mutations at the spindle assembly checkpoint [2]. Polyploidy is related to aneuploid production; e.g., tetraploid cells generated by cell fusion are an efficient source of aneuploid cells [3]. Crosses between polyploids lead to aneuploid gametes in plants [4], [5].

Aneuploidy causes a range of phenotypic consequences and is usually detrimental to both cells and organisms (reviewed in [6]). For example, mouse embryonic fibroblast lines with an extra chromosome have cell proliferation defects [7], and in the yeasts *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe*, aneuploid cells generally show defects in cell cycle progression and genome stability [8]–[10]. As the grade of aneuploidy increases, i.e., the number of chromosomes involved increases, aneuploidy becomes lethal to the cell [8], [9], [11]–[13]. In addition, certain types of aneuploids grow better in suboptimal conditions, e.g., under elevated genotoxic stress [13]. Aneuploidy affects development of the organism in various species across kingdoms [6]. In one model, aneuploid cells are proposed to contain excess proteins that do not participate in protein complexes because of a dosage imbalance in gene products [6]. This idea is consistent with the fact that many aneuploids are sensitive to proteasome inhibitors and to conditions that interfere with protein chaperone function [9], and that among mutations that improve the fitness of aneuploid cells, one is defective in a deubiquitinating enzyme [14].

In *S. cerevisiae* and *S. pombe*, the higher the grade of aneuploidy, the poorer the cell viability. *S. cerevisiae* (n = 16) generally does not tolerate aneuploidy if the number of extra chromosomes exceeds five [11], [12], while in *S. pombe* (n = 3) all six types of aneuploids between n and 2n are lethal or extremely unstable, except for cells disomic for chromosome 3, the smallest of its chromosomes [15]. Aneuploids with higher grades of aneuploidy do not necessarily die immediately; some sustain their viability for a period of time and may survive to form a colony. This can occur when the grade of aneuploidy is reduced, probably by incorrect mitotic chromosome segregation, the rate of which is increased in aneuploid cells [8], [10]–[12]. Given this, we reasoned that compromise of any gene that functions to sustain aneuploid viability will reduce the efficiency of colony formation from the aneuploid cells.

To identify such genes, we screened mutants in *S. pombe* that affect the viability of aneuploid cells using a collection of deletion mutants of non-essential genes. Our results suggest that an evolutionarily conserved protein complex, CCR4-NOT, which is central to the regulation of mRNA turnover, is necessary for aneuploid viability in both fission yeast and budding yeast. Further, other genes involved in mRNA decay and export were identified. We also show that homologous recombination repair is important for the survival of aneuploid cells.

## Results

### Screening of mutants that affect aneuploid cell viability

To identify genes involved in the viability of aneuploid cells, we screened a collection of fission yeast deletion mutants (Materials and Methods) [16] by investigating either spores from triploid meiosis or mutants in which the γ-tubulin gene (*gtb1*) and a spindle checkpoint gene (*mad2*) are impaired, which are referred to as the “triploid meiosis method” and “gtub-mad2 method”, respectively, hereafter.

#### Triploid meiosis method

When spores produced in triploid cells were incubated for several days, both large and small colonies formed (Figure 1A) [8]. The euploid (haploid or diploid) spores formed large colonies, and aneuploid spores formed small colonies, although the small colonies actually contained mostly euploid cells. Except for the chromosome 3 disome, aneuploids formed visible colonies only after losing aneuploidy at an early stage of colony formation. We speculated that mutations that impair the viability of aneuploid cells would produce a lower number of small colonies. For screening, we prepared spores produced from triploid meioses in each of the deletion mutants (see Materials and Methods) and determined the small to large colony ratio (S/L). In the wild-type background, the ratio was 0.91±0.11 (n = 10), similar to previous results [8].

**Figure 1:**
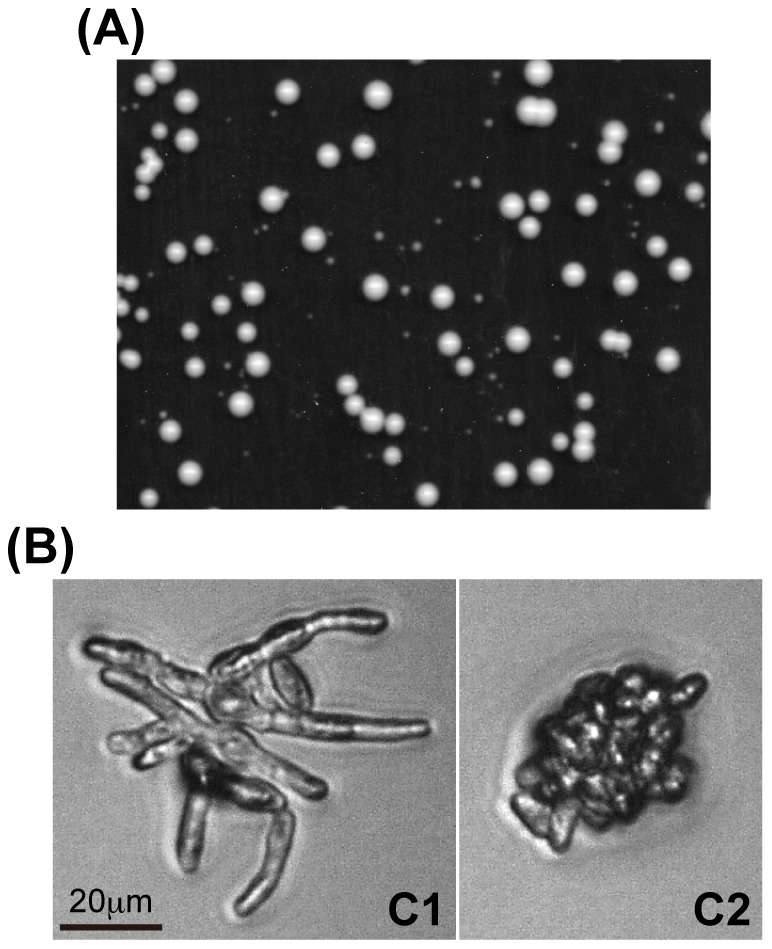
Colony formation from spores produced in triploid fission yeast. (A) Heterogeneously sized colonies. Colonies were incubated on YE medium at 30°C for 5 d. (B) Representative morphologies of C1- (left) and C2- (right) type microcolonies. Colonies were incubated on YE medium at 30°C for 48 h.

Of 1659 deletion mutants examined (Table S1), 124 mutants had an S/L<0.5, our cut-off for the study. We repeated the test for 70 mutants arbitrarily selected from among the 124 candidates, and found 41 mutants with a mean S/L<0.5 for both cultures.

#### gtub-mad2 method

The *gtb1-93 mad2Δ* double mutant has a high level of chromosome instability and its colonies contain many aneuploid and dead cells [17]. We therefore speculated that mutations with a reduced ability to sustain aneuploid viability might have synergistic deleterious effects when combined with the double mutant. For screening, we marked the *gtb1* mutation with the hygromycin B-resistance gene (*hph*) and the *mad2* deletion mutation with the nourseothricin-resistance *nat* gene (see Materials and Methods). We crossed this double mutant (strain YT708) with individual deletion mutants constructed with the G-418-resistance gene (*kan*). We first selected mutants that produced a reduced number of triple drug-resistant recombinant colonies compared with the wild-type, and obtained 336 candidates from among 1885 deletion mutants. We then isolated the triple drug-resistant recombinants on a plate containing a low concentration of thiabendazole (TBZ, an inhibitor of microtubule polymerization), and tested whether the triple mutants showed reduced colony formation compared to the parent YT708 in the absence of TBZ. TBZ was used because it partially suppresses the *gtb1-93* mutation [17]. We then isolated the corresponding *hph kan* and *nat kan* double mutants, and examined whether the double mutants could grow similarly to the single mutants on a TBZ-free plate to verify whether the poor viability was due to the triple mutation or to aneuploidy. Among the 336 mutants, 188 were tested, and only 12 had an “aneuploid-specific” synergistic effect. Of these 12, a triploid meiosis test showed that 6 had an S/L<0.5 and 3 had an S/L>0.5, while the remaining 3 were not tested due to poor sporulation. This indicates that a large number of mutants showing synergistic effects in the gtub-mad2 screening had poor spore viability in the triploid meiosis test.

### Components of the CCR4-NOT complex might be involved in aneuploid viability

As indicated above, six mutants were selected from both screening methods. Three of the genes, *not3*, *not2*, and *btf3*, were orthologous to *NOT3* (or *NOT5*), *NOT2*, and *BTT1* in *S. cerevisiae*, respectively (http://old.genedb.org/genedb/pombe/) (see Figure 2 for the gtub-mad2 phenotype). These genes are components of the CCR4-NOT complex, which is a general transcription regulator [18]–[21]. The other three mutants were *swi6* (chromodomain heterochromatin protein), *clp1* (Cdc14-related protein phosphatase), and *SPAC1B1.04c* (predicted to be an ortholog of *PAN3*, a subunit of the poly(A)-specific ribonuclease complex) (Figure S1 and data not shown). In addition, another defective mutant in the poly(A) nuclease (PAN) complex, *ppk26*, had a similar effect on aneuploid viability: a low S/L = 0.52 and a weak but significant synergy with the *gtb1 mad2* mutant (see Figure S1). We did not study these four mutants further.

**Figure 2:**
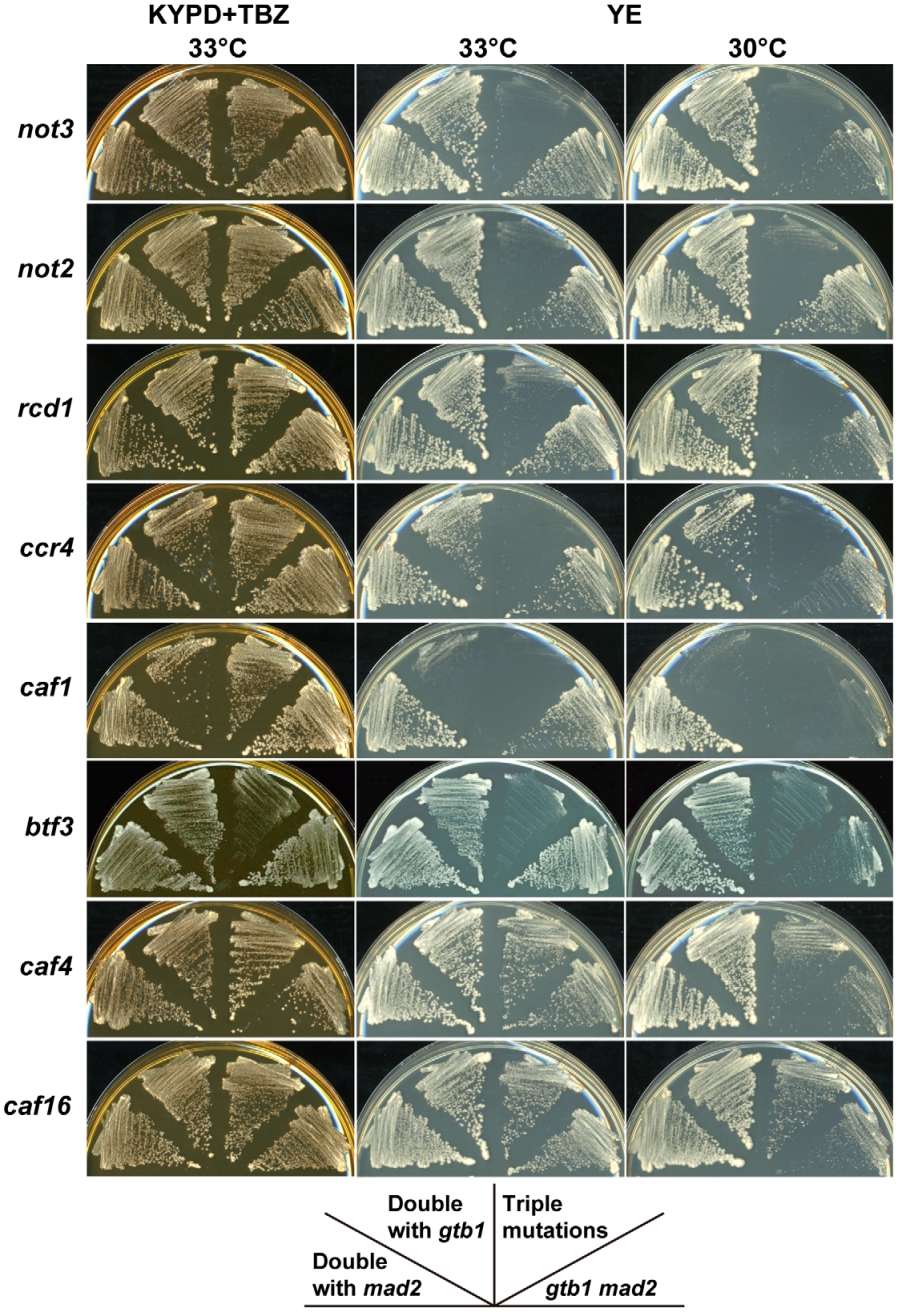
Synergistic effects of CCR4-NOT mutants on the *gtb1 mad2* double mutant. The KYPD+TBZ plate represents a permissive condition for the *gtb1 mad2* double mutant. Chromosome instability of the double mutant was enhanced on the YE plate, particularly at lower temperature. The indicated double and triple mutants were streaked on the plates and incubated at 30°C or 33°C for 3 d.

The deletion collection contained five more mutants defective in CCR4-NOT complex components. Two of these, *caf4* (*CAF4/MDV1* in *S. cerevisiae*) and *caf16* (*CAF16*), were indistinguishable from the wild-type, although the *caf16* mutant had a mild effect on aneuploid viability in a subsequent study, as described below (Table 1). The three other deletion mutants, *ccr4* (*CCR4*), *caf1* (*POP2*), and *rcd1* (*CAF40*), had synergistic effects with the *gtb1 mad2* double mutant, but the *ccr4* and, in particular, *caf1* mutations, also had synergistic effects with the *gtb1* mutation alone (Figure 2), suggesting that their effects are not specific to aneuploidy. These three mutants were not tested in the triploid meiosis screening because they generated unhealthy spores (Table S1), but subsequent examination showed that the aneuploid spores with the *rcd1* mutant had poor viability in the triploid meiosis test, as described below (see Table 1).

**Table 1:** Growth profiles of spores from triploid meiosis.

	Types of spores with indicated microcolony morphology (%)(a)									
	A	C1		C2		others		D	E	
genotype	CF(b)	CF(c)	CNF(b)	CF	CNF	CF	CNF	CNF	CNF	Number of spores tested
Wild type	14.3	13.1 (44.0)	16.7	6.7	0.4	1.6	1.1	22.3	23.8	551
*not3*	18.1	5.5 (26.1)	15.6	5.0	2.0	2.7	1.5	29.7	20.0	744
*not2*	16.9	4.6 (22.5)	15.8	3.3	3.1	2.9	2.4	31.0	20.0	549
*rcd1*	12.4	3.2 (18.3)	14.3	0.0	1.1	1.4	0.7	26.3	40.7	720
*btf3*	12.6	4.5 (28.5)	11.3	4.1	0.6	2.5	1.8	31.1	31.5	682
*caf4*	15.4	10.1 (50.0)	10.1	6.3	0.6	3.4	1.8	30.0	22.4	671
*caf16*	15.0	6.3 (27.0)	17.0	6.1	0.5	1.4	0.4	20.5	32.9	560

(a) For the morphology of C1 and C2 type microcolonies, see Figure 1B.

(b) CF: colony-forming; CNF: colony-not-forming.

(c) Numbers in parentheses indicate percent of colony-forming C1-type microcolonies.

We examined the mutants of the CCR4-NOT complex more closely. Individual spores from triploid meiosis were randomly separated using a micromanipulator and their growth profile was microscopically observed (Materials and Methods). Microcolony morphology was recorded 2 days after spore separation, and the formation of visible colonies was scored 3 to 4 d later (Table 1). We classified microcolonies/cells into six types [8]: type A, large microcolonies comprising normally-shaped cells; C1, microcolonies containing elongated cells with or without septa; C2, microcolonies mainly comprising short and aggregated cells (see Figure 1B for representative C1 and C2 types); D, one germinated cell or two apparently dead cells; E, no apparent germ tube formation or little morphologic change from spores; and others, microcolonies with fewer cells than those in A-type microcolonies, but different qualities from those in types C1 and C2. Types D and E cells in most cases did not divide or showed limited division after day 2. Previous tetrad analyses revealed that A-type microcolonies are produced from haploid or diploid spores, and C1 and C2-types from aneuploid spores [8]. The chromosome 3 disome (n+1) spores made up the C2-type ([8] and present study). As for the D and E types, many of them probably represented aneuploid cells, but some of them were likely euploid cells [8]. Therefore, to evaluate aneuploid viability, we focused on the C1 and C2 types.

As shown in Table 1, the frequencies of A-type microcolonies among the mutants did not significantly differ from wild-type (p<0.05), indicating that the mutations did not significantly affect the viability of euploid spores. In contrast, formation of visible colonies from C1-type microcolonies was reduced in the mutants with the exception of *caf4*. Results from other genetic studies indicate that at least two and possibly five types of aneuploids produce C1-type microcolonies ([8] and O. Niwa, unpublished results). It was not clear whether the CCR4-NOT mutations differentially affected aneuploid types.

Colony formation from C2-type microcolonies appeared to be reduced in the *not3*, *not2*, and particularly in the *rcd1* mutants, while only slightly in the *btf3* mutant. Our previous genetic study suggested that at least the majority of “C2-type” spores from triploid meiosis are chromosome 3 disomes, suggesting that the growth of the chromosome 3 disome is affected in these mutants. To directly address this possibility, we examined the viability of this aneuploid by crossing a “wild-type” disomic strain with a haploid strain carrying one of these mutations. For the *not2* mutant, because the locus is mapped on chromosome 3, we used a different disomic strain, whose *not2* locus was heterozygous with *not2Δ* and *not2* ^+^ (see Materials and Methods). With the exception of *rcd1*, there was little bias against the mutations in meiotic segregants, indicating that these mutations did not appreciably affect the colony-forming efficiency of the disome (Table 2). Thus, it was not clear why the colony-forming efficiency of “C2-type” spores was reduced in some of the CCR4-NOT mutants in the triploid meiosis test. Comparison of the colony size of mutant disomes with that of the wild-type disome, however, revealed that *not3* and *not2* produced much smaller colonies on a selective plate when incubated at 36°C (Figure 3A), a temperature at which the growth of “wild-type” aneuploids was retarded (Figure 3A and Y. Tange and O. Niwa, unpublished results). The temperature sensitivity was more pronounced in the *not3* mutant, so that colonies were barely visible even after prolonged incubation at 36°C. Chromosome 3 disome with *not2*/+ heterozygosity did not show the growth defect, indicating that the *not2* deletion mutation was recessive to the wild-type with respect to the temperature-sensitive growth phenotype (data not shown), and that the presence of the G418-resistance gene did not interfere with aneuploid growth. We also noted that the mutant disomes were less stable so that haploid colonies tended to emerge at increased frequencies (see Figure 3B). Similarly, we compared the disomes of *caf4* and *caf16* mutants with the wild-type. No differences were noted in the colony-forming efficiency or the chromosome stability of these mutant disomes (data not shown). The *not3* and *not2* mutants showed no temperature sensitivity when they were haploid or diploid (see Figure 3A and Figure S2). These findings indicated that deficiency of *not3* and *not2*, but not *caf4* and *caf16*, affected the growth of the chromosome 3 disome, and indicated that the effects of the *not3* and *not2* mutants were not limited to the C1-type aneuploids. In addition, these data suggest that, among the CCR4-NOT genes investigated in this study, the *rcd1* gene has the most important role in aneuploid viability.

**Figure 3:**
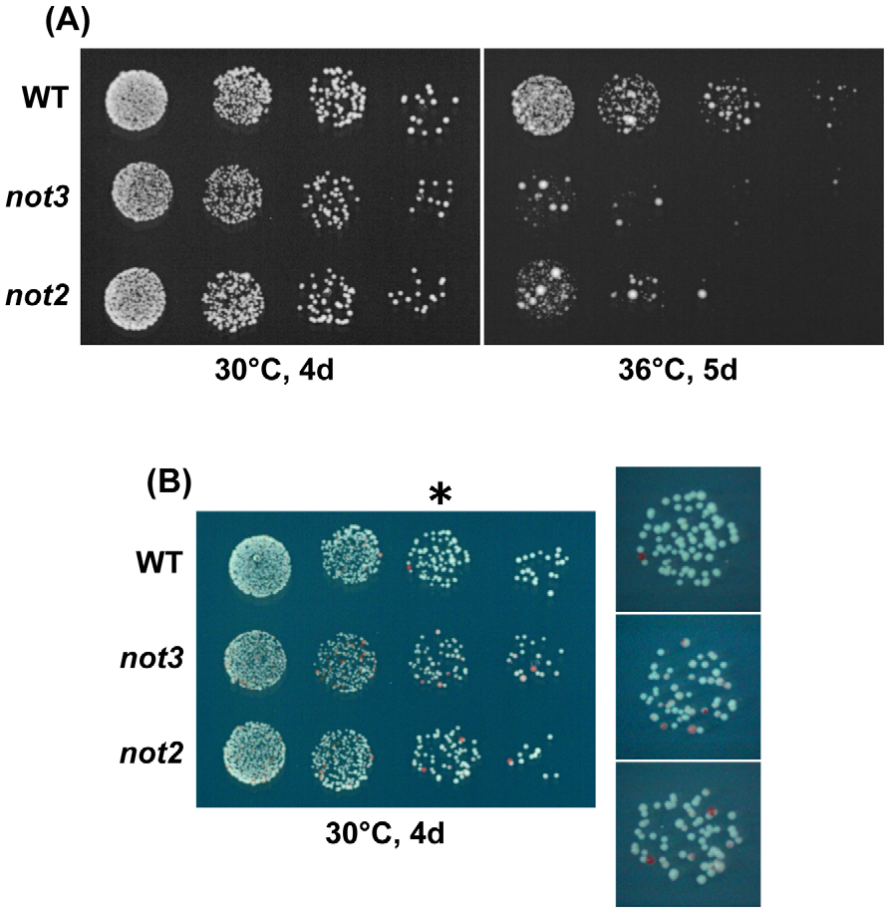
Characterization of chromosome 3 disomes of the CCR4-NOT mutants. (A) Temperature sensitivity of chromosome 3 disomes. 5-fold serial dilutions of the disomes with the indicated mutations were spotted on a selective EMM medium (-adenine) at 30°C for 4 d or at 36°C for 5 d. For all strains, the target cell number for the last dilution was 25. All or most of the large colonies forming after incubation at 36°C were diploid. (B) Stability of chromosome 3 disomes. The indicated strains were spotted on EMM with a low concentration of adenine. Colonies were incubated at 30°C for 4 d. Red colonies represent haploids that lost one copy of chromosome 3. Enlarged images of the third spots (*) on the right show the presence of sectored colonies in the mutants.

**Table 2:** Segregation analysis of chromosome 3 disome.

Relevant genotype of strains crossed with P219 or 56-1 (a)	Number of relevant mutant per number of Ade^+^ segregants (b)
Wild type	0/50 (c)
*not3::kan*	33/50
*not2::kan*	15/24 (d)
*rcd1::kan*	32/50 (e)
*btf3::kan*	22/50
*rad32::nat*	0/20
*rhp51::kan*	0/50
*rhp55::kan*	1/50
*eme1::kan*	0/50
*crb2::kan*	6/50
*rad3::kan*	25/50

(a) P219 (*h* ^−^ *leu1 ade6-M210/ade6-M216*) was crossed with a haploid strain that was *h* ^+^ with *ade6-M216* (or *ade6-M210*) and one of the indicated alleles (except *not2*, which is mapped on chromosome 3). Strain 56-1 (*h* ^−^ *leu1 ade6-M210 not2::kan/ade6-M216 not2* ^+^) was crossed with *h* ^+^ *ade6-M216 not2::kan*. Ade^+^ segregants were selected on an EMM2 plate at 30°C.

(b) Ade^+^ colonies were randomly selected and tested for drug resistance. For the *not2* mutant, see (d).

(c) All tested 12 Ade^+^ segregants had the “unstable Ade^+^” phenotype, indicating a chromosome 3 disome. Note, wild-type did not produce drug-resistant segregants.

(d) For this cross, 24 of 26 Ade^+^ (disomic for chromosome 3) were G-418 resistant. Of these 24 segregants, 15 were homozygous for the *not2::kan* mutant, while 9 were heterozygous (see Materials and methods).

(e) G-418 resistant Ade^+^ segregants in this mutant were generally small, and upon restreaking on YE plates only stable Ade^+^ colonies (probably diploids) and Ade^−^ haploid colonies were produced. Chromosome 3 disome was hardly recovered thereafter.

### Growth retardation of aneuploid cells in the *not3* mutant

To examine how the *not3* mutation affects the growth of aneuploid cells, we compared the sizes of C1-type microcolonies. Photographs of the microcolonies were obtained after incubation for 52 h at 30°C. The mean area of C1-type microcolonies in the wild-type was approximately two times that of the *not3* mutant (Figure 4). This was not due to a higher incidence of microcolonies containing euploid cells, because microcolonies containing euploid cells were not included in this analysis. The sizes of individual cells in the mutant microcolonies appeared to be smaller than the wild-type. In a control study using haploid spores, the size of the microcolonies after 16 h incubation was indistinguishable between mutant and wild-type. These findings suggest that the wild-type *not3* gene is required to maintain growth of at least some types of aneuploid cells.

**Figure 4:**
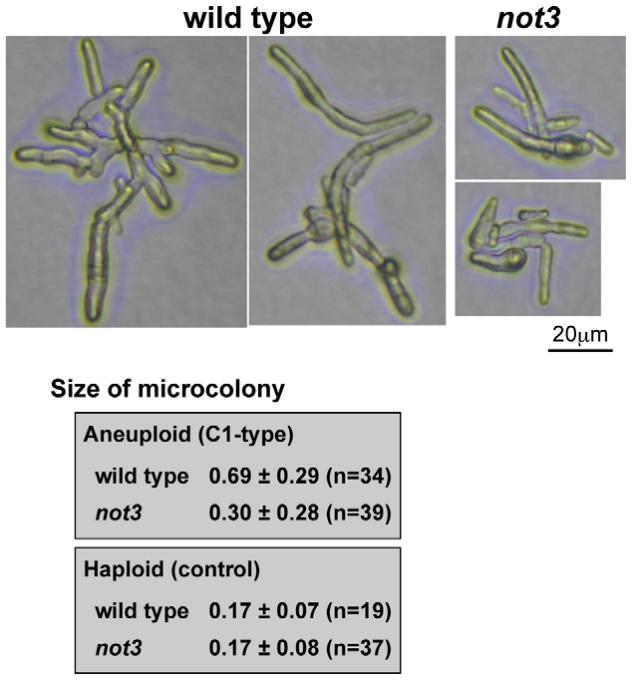
Comparison of C1-type microcolony size in wild-type and *not3* mutant. Pictures are representative images of C1 type microcolonies from aneuploid spores. The difference was statistically significant for aneuploid spores (Mann-Whitney U-test; p = 4×10^−7^), while for the control haploid spores there was no significant difference (p = 0.41). The size estimation procedure is described in the Materials and Methods.

### Effect of CCR4-NOT mutations on the genome-wide gene expression profile in fission yeast

The primary function of the CCR4-NOT complex is thought to be the general regulation of mRNA levels for a wide range of genes. Accordingly, genome-wide gene expression analyses in *S. cerevisiae* revealed that some observed genes were either overexpressed or underexpressed by at least 2-fold in deletion mutants of the CCR4-NOT genes, although there are some inconsistencies between studies in the observed frequencies of the affected genes in each of the mutants [21], [22].

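Gene expression was measured in the wild-type strain and in the strains that lack not3, not2 or caf4, with 2 arrays for each strain and 8 arrays in total. Cells were grown in rich liquid medium (YES) at 30°C, and 200 ng of total RNA was labeled with Cy3, so that each array carries 1 sample in 1 color. The authors deposited the scanner output of every array, that is, the fluorescence intensity of each of its 15744 spots after background subtraction by the Feature Extraction software, without scaling between arrays. They also deposited a table of log2 values per probe. On each array 15208 spots carry the 5529 gene probes and the others are controls. Between 87.5% and 90.3% of the gene spots on an array were well above background, and no gene spot was saturated. For the values given here, the log2 intensity of each spot was taken, the spots of a probe were averaged, and the 75th percentile of each array was set to 0. These values differed from the deposited log2 table by at most 0.01 on any array, for the probes that were tested. Strains were compared with the limma package, in 1 fit over the 8 arrays with 1 mean per strain, and the Benjamini-Hochberg adjustment was applied over all probes tested. A probe was called when its level changed at least 1.5-fold with an adjusted p under 0.05. The number of arrays limits the precision of every value. The 8 arrays lie on 1 slide. The wild-type and not3 arrays form 1 row of the slide and the caf4 and not2 arrays form the other, so that a difference between rows cannot be told apart from a difference of not2 or caf4 from wild type. The wild-type and caf4 arrays lie in columns 1 and 2 and the not3 and not2 arrays in columns 3 and 4, so that a difference between these columns cannot be told apart from a change that not3 and not2 share.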

We introduced a *not3*, *not2*, or *caf4* deletion mutation in a wild-type haploid fission yeast, and whole genome microarray analysis was performed for these mutants as well as for the parental wild-type strain to determine the effect of each mutation on the overall gene expression pattern in exponentially-growing cells. 

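The spread between the 2 arrays of a strain sets the scale for these ratios. The SD of the log2 difference between both arrays over the tested probes was 0.12 in wild type, 0.10 in the not3 deletion, 0.15 in the not2 deletion and 0.23 in the caf4 deletion. The number of probes that differed at least 1.5-fold between both arrays of the same strain was 11 in wild type, 16 in not3, 52 in not2 and 142 in caf4. Of the 142 probes in caf4, 137 were lower on replicate 1. On that array alone, 121 of them lay outside the range of the 6 arrays of the other strains widened by 0.2 on the log2 scale. The same held on replicate 2 alone for 7 probes.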

The expression profile of individual genes in a mutant was presented as the ratio to wild-type (see Materials and Methods). The number of genes with effective values for *not3*, *not2* and *caf4* mutants was 4940, 4926, and 4928, respectively. Among these, the number of genes whose expression was affected by at least 1.5-fold (p<0.05) was 141 (2.9%), 61 (1.2%), and 17 (0.3%), respectively (Table S2). Of these, 30 genes were affected in both *not3* and *not2*, 10 genes in both *not3* and *caf4*, and 4 genes in both *not2* and *caf4*. 

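A probe entered the comparisons when most of its spots were well above background on every array of at least 1 strain, which held for 4890 of the 5529 probes. Between 4753 and 4899 probes were well above background on a single array, and 4722 were so on all 8 arrays. Counted over the 4 arrays of a mutant and wild type, the number of probes well above background on at least 1 array was 4940 for not3, 4926 for not2 and 4928 for caf4. This last count was chosen after the values had been seen.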

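With limma, 146 probes were called in the not3 deletion (61 higher and 85 lower than in wild type), 70 in the not2 deletion (25 higher and 45 lower) and 6 in the caf4 deletion (5 higher and 1 lower). These are 2.99%, 1.43% and 0.123% of the probes tested, and each count includes the deleted gene itself. In 1000 simulations of strains that do not differ from wild type, with 1 spread per probe fitted over all strains, at most 2 probes were called in any strain. The arrays of caf4 differ more from each other than this spread, so that the simulation says less on caf4. By the difference in the number of probes, the alternative that moved the counts of not3 and not2 most was the call without a limit on the fold change, which gave 1420 and 753 probes. By ratio, adjustment of the methods' t-test moved not2 and caf4 more, since it left no call in either. In caf4 it was scaling to the spike-in controls, chosen after seeing the data, which adds 1 constant to all probes of an array and gave 194 probes, 8 of them higher and 186 lower. With this scaling the larger group of calls was no longer the lower one in not3 (85 higher and 64 lower) or in not2 (66 higher and 29 lower). The counts also rest on single arrays. Without wild type replicate 1, the number in not2 was 7, and without caf4 deletion replicate 2, the number in caf4 was 165. Over the 8 fits with 1 array left out, the number in not3 stayed between 108 and 153. With the unadjusted p of the methods' t-test on the same probes, 139 probes were called in not3, 59 in not2 and 18 in caf4. Among the probes well above background on all 4 arrays compared, the largest decrease in not3 was that of SPBPB10D8.01, a predicted cysteine transporter on chromosome 2 from 81295 to 82953 in the coordinates of the array files. Its log2 level was -4.41 ± 0.07 (SD, n = 2 arrays) in not3, against -0.88 and -1.12 on the wild-type arrays, a 10.6-fold decrease (adjusted p = 3.75e-05), and in not2 it was 3.27-fold lower (adjusted p = 0.00119). SPBC359.04c was not well above background on either not3 array and was at least 5.4-fold lower there, and SPBPB2B2.01 was at least 3.32-fold lower for the same reason. SPBPB10D8.02c, which 1 of the 2 not3 arrays measured well above background, was 8.49-fold lower in not3 and 3.61-fold lower in not2. Also lower in not2 were aes1, 5.02-fold lower and well above background on 1 of the 2 not2 arrays, and the heat shock gene hsp16, 3.17-fold lower (adjusted p = 8.69e-04). The non-coding transcript omt3 (SPNCRNA.130) was not well above background in wild type and was at least 2.12-fold higher in not3. It was also called in not2, where 1 array measured it well above background. SPAC23H3.15c was 3.09-fold higher in not3 (adjusted p = 3.82e-04) and 1.69-fold higher in caf4 (adjusted p = 0.0483). The thiamine transporter gene thi9 was 2.76-fold higher in not2 (adjusted p = 3.28e-04). SPBC23G7.10c was 1.67-fold higher in caf4 (adjusted p = 0.0399). SPAC1F8.02c was not well above background in wild type and was at least 2.48-fold higher in caf4.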

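From the limma calls, 40 probes were shared by not3 and not2, 5 by not3 and caf4, and 2 by not2 and caf4. If the calls of each strain fell independently among the 4890 tested probes, 2.09, 0.179 and 0.0859 shared probes would be found. Fisher's exact test (two-sided) gave p = 9.32e-45, 1.3e-07 and 0.00292 for the 3 overlaps. All strains are compared with the same wild-type arrays, so that their calls are not independent, and this test does not take that into account. In the 1000 simulations of unchanged strains, which use the same wild-type arrays, at most 1 call was shared by any pair. Such strains have few calls, so that this does not cover the overlap between strains that do change. The 5 probes shared by not3 and caf4 include urg1 and urg2, which were called in opposite directions in these strains. Without wild type replicate 1, only 3 probes were shared by not3 and not2.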

Among the genes affected in both *not3* and *not2*, 27 of 30 were either overexpressed or underexpressed in both of the mutants, suggesting that Not3 and Not2 components of the CCR4-NOT complex function in the same direction in the regulation of a subset of genes. 

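Of the 40 probes called in both not3 and not2, 37 changed in the same direction, 10 of them higher and 27 lower than in wild type. The 3 that changed in opposite directions were urg1, urg2 and SPAPB24D3.07c. Across all tested probes, which are not independent replicates, Pearson's r between the log2 fold changes in not3 and in not2 was 0.515 and Spearman's rho was 0.638. The deleted genes not3 and not2 are among these probes, and each fell strongly only in its own deletion strain. Over only the probes well above background on every array, which leaves out the deleted genes and other dim probes, r was 0.616. How much of this rise comes from the deleted genes alone was not computed. Both strains are set against the same wild-type arrays, and their arrays lie in the same columns of the slide, which hold no wild-type array. When not3 was compared with 1 wild-type array and not2 with the other, so that no array was shared, r was 0.44 with replicate 1 for not3 and 0.454 with replicate 2. With the shared controls, r was 0.136 between not3 and caf4 and 0.0962 between not2 and caf4. With separate controls these fell to between 0.0517 and 0.0801 and between 0.0119 and 0.0229. From the genes that moved together, the paper proposes that Not3 and Not2 act in the same direction on a subset of genes.

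**Figure D1:**
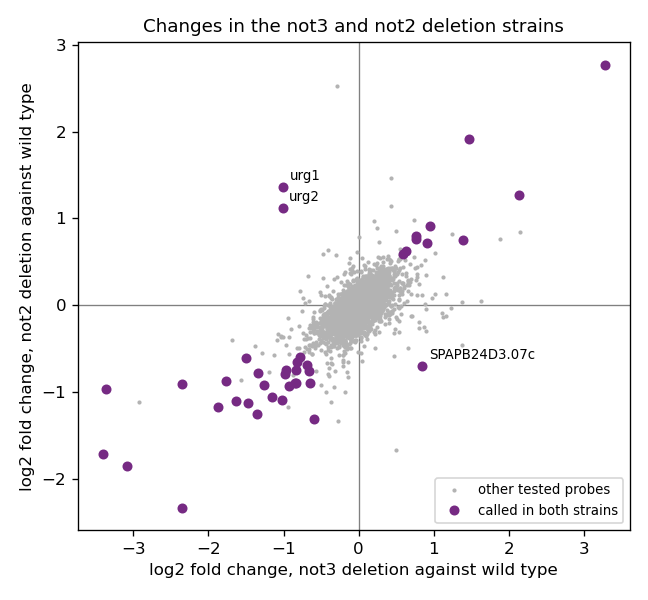
Log2 fold change against wild type in the not3 deletion (x axis) and in the not2 deletion (y axis), 1 point per tested probe, without the deleted genes not3 and not2. Larger points are the 40 probes called in both strains, of which 37 lie in the lower left and upper right and 3, named in the plot, lie in the other corners.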

There are, however, exceptions to this rule. The expression of *urg1* (urg for uracil regulatable gene [23]) and *urg2* (and, to a lesser degree, *urg3* [data not shown]) was reduced in the *not3* mutant, but increased in the *not2* and *caf4* mutants (Table S2). 

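The genes urg1 (SPAC1002.19), urg2 (SPAC1002.17c) and urg3 (SPAC1002.18) are neighbors on chromosome 1, from 1831012 to 1836788. The log2 level of urg1 was -0.05 ± 0.08 (SD, n = 2 arrays) in wild type, -1.05 ± 0.00 in not3, 1.32 ± 0.09 in not2 and 0.82 ± 0.09 in caf4. It was 2.01-fold lower in not3 (log2 fold change -1.01, standard error 0.07, adjusted p = 7.63e-04), 2.57-fold higher in not2 (adjusted p = 4.73e-04) and 1.83-fold higher in caf4 (adjusted p = 0.0179). The level of urg2 was 2.02-fold lower in not3 (adjusted p = 0.00131), 2.17-fold higher in not2 (adjusted p = 0.00261) and higher in caf4 by 0.77 on the log2 scale (adjusted p = 0.0348). The changes of urg3 were smaller. It was called only in not2, 1.55-fold higher, and it was 1.32-fold lower in not3 and 1.40-fold higher in caf4, below the limit on the fold change. The difference between not3 and not2 was itself called for each of the 3 genes, with a log2 difference of -2.37 for urg1 (adjusted p = 1.62e-05), -2.13 for urg2 and -1.04 for urg3. The directions held in every alternative and with each array left out. The calls in caf4 did not hold throughout. That of urg2 was lost in 7 of the 8 fits with 1 array left out and that of urg1 in 4 of them, and with only the 4 arrays compared in the fit the adjusted p of both genes in caf4 was 0.153.

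**Figure D2:**
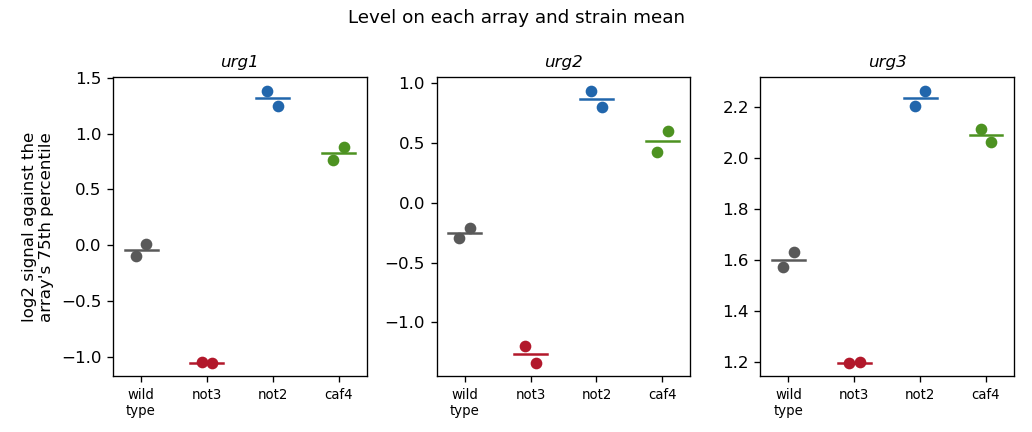
Log2 signal of urg1, urg2 and urg3 against each array's 75th percentile, in wild type and in the not3, not2 and caf4 deletion strains. Points are single arrays (2 per strain) and bars are strain means. For all 3 genes both not3 arrays lie below, and the not2 and caf4 arrays above, the 2 wild-type arrays.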

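SPAPB24D3.07c lies on chromosome 1 from 2958024 to 2958926. Its log2 level was 1.97 ± 0.08 (SD, n = 2 arrays) in wild type, 2.82 ± 0.02 in not3, 1.28 ± 0.19 in not2 and 1.97 ± 0.06 in caf4. It was 1.80-fold higher in not3 (adjusted p = 0.00248) and 1.62-fold lower in not2 (adjusted p = 0.00919), and the difference between both mutants was called (log2 difference 1.54, standard error 0.09, adjusted p = 5.26e-04). In caf4 the log2 fold change was -0.00 (standard error 0.09, adjusted p = 0.991). The call in not2 was lost without wild type replicate 1 (adjusted p = 0.0803), without wild type replicate 2 (adjusted p = 0.0564) and without not2 deletion replicate 2, where the log2 fold change was -0.56. With each array left out in turn the value in not2 stayed between -0.83 and -0.56. The call was also lost with scaling to the spike-in controls, chosen after seeing the data, with -0.54.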

The expression profiles of *SPAPB24D3.07c* was opposite those of the *urg* genes (increased in *not3* and decreased in *not2*).

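The positions used here are those of the array files, which name the genome build Spombe:NCBI:Feb2002. In these coordinates, a window of 110 kb centered 120 kb from the left end of chromosome 2 runs from 65000 to 175000, and a window of 70 kb centered 90 kb from the right end, with the end of the last gene at 4532644 taken as the end of the chromosome, runs from 4407644 to 4477644. The left window holds 30 tested genes and the right window 16. The median log2 fold change in the left window was -0.71 in not3 and -0.31 in not2, against -0.05 and -0.03 over all tested probes. In not3, 29 of the 30 genes were below 0, and in not2, 26 were. In the right window the median was -0.75 in not3 and -0.45 in not2, with 14 and 13 of the 16 genes below 0. With limma's gene set test camera, adjusted over the 6 tests of 2 windows in 3 strains, the left window was lower in not3 (adjusted p = 1.12e-12) and in not2 (adjusted p = 1.02e-06), and so was the right window (adjusted p = 1.88e-04 in not3 and adjusted p = 0.00341 in not2). All 4 hold under the test fry, which takes the correlation among genes from the arrays. The paper described the windows from where its underexpressed genes on these same arrays lie, and neither test allows for that choice. In not2, fry no longer gave an unadjusted p under 0.05 for either window with scaling to the spike-in controls. The same held for the right window with normexp background correction and without the filter on dim probes. Scaling to the spike-in controls adds 1 constant to all probes of an array, and fry tests a group against 0. Camera, which sets a window against the other probes, still gave an unadjusted p under 0.05 for both windows with that scaling. Among the 4803 runs of 30 neighboring tested genes in the genome, 1 had a median as low as the left window in not3, the window itself, and 18 had one as low in not2. Among the 4845 runs of 16 neighboring tested genes, 12 had a median as low as the right window in not3 and 16 in not2. The lower medians were present on each array, between -0.68 and -0.72 for the left window in not3. In caf4 the median was 0.09 in the left window, higher than the rest of the genome by camera (adjusted p = 4.47e-04) but not by fry, and -0.02 in the right window (adjusted p = 0.962). Scaled to the spike-in controls, the left median in caf4 was below 0 but above the median of all probes. The right window also holds SPBPB2B2.01, SPBPB2B2.06c, which was at least 1.53-fold lower in not3, and SPBC8E4.05c, which was at least 1.15-fold lower. None of them was well above background in not3, so that they have no order. In not2 the gene pho1 of this window was 2.52-fold lower (adjusted p = 0.00462), while SPBPB2B2.01, well above background on 1 of the 2 not2 arrays, and SPBPB2B2.05 were not called. The ferric reductase gene frp1, from 160461 to 162155 in the left window, went the other way. It was 4.41-fold higher in not3 (adjusted p = 0.00321) and 2.41-fold higher in not2 (adjusted p = 0.0249). In the left window, the alternative that moved the median most was the set of genes marked in Table S2 in place of the window. These genes were chosen for their lower expression, and their median was -1.26 in not3. In the right window, the median in not3 was -0.18 without the filter on dim probes, and also when the window was read as starting 90 kb from the end, and the median in not2 was -0.052 with normexp background correction.

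**Figure D3:**
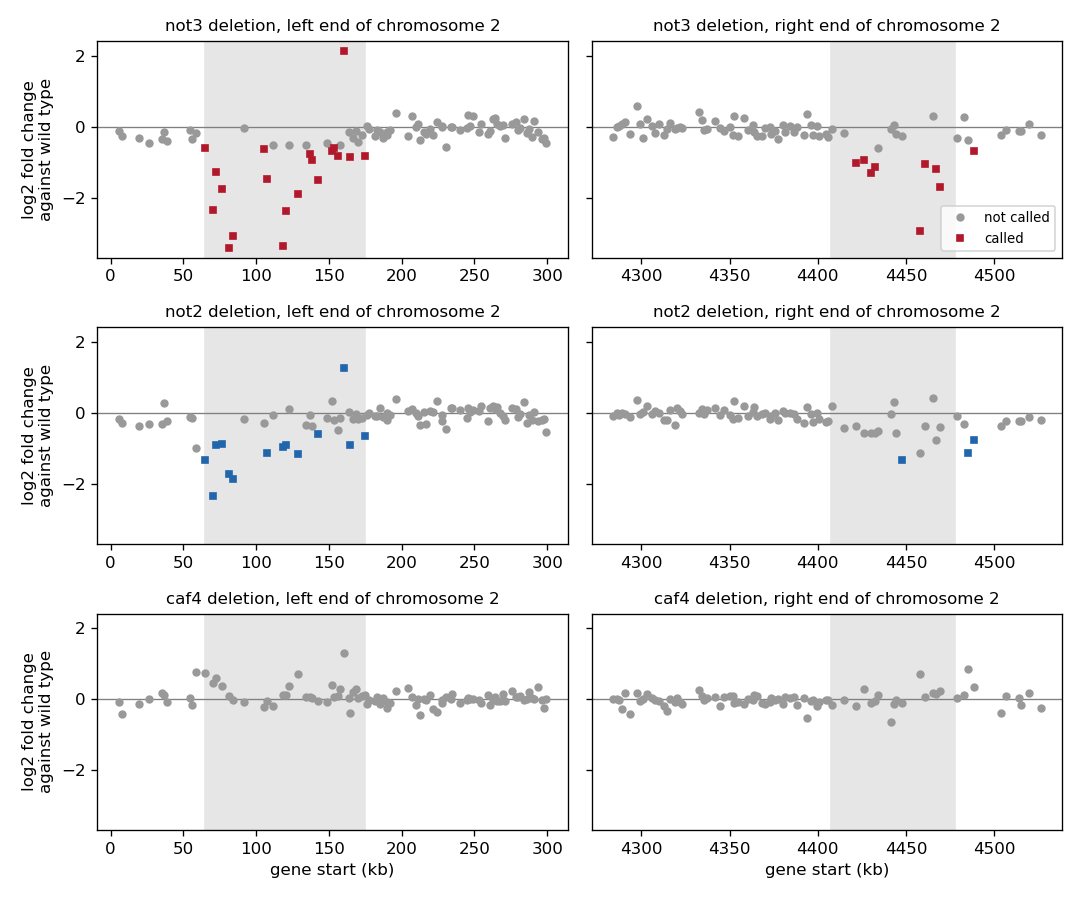
Log2 fold change against wild type (y axis) of each tested gene by the position of its start (x axis, kb) at both ends of chromosome 2, in the not3, not2 and caf4 deletion strains. Gray bands are the 2 windows and colored squares are called genes. In not3, 18 genes of the left window and 8 of the right window were called lower, and 1 gene of the left window, frp1, was called higher.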

Another feature of the gene expression profile was that many of the genes that were underexpressed in *not3* and *not2* mutants (Table S2) mapped within two subtelomeric regions of chromosome 2; one is a 110-kb region centered 120 kb from the left terminus and the other is a 70-kb region 90 kb from the right terminus. 

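Of the 85 probes called lower in not3, 26 lie in the windows described above, or 30.6%, against 0.416% of the other tested probes (two-sided Fisher's exact test, p = 1.15e-35). Of the 45 probes called lower in not2, 13 lie in the windows, or 28.9%, against 0.681% of the others (Fisher's exact test, p = 4.2e-17). All but 1 of these 13 lie in the left window. The paper described the windows from where its underexpressed genes on these same arrays lie. The Fisher p-values do not allow for that choice. With the methods' t-test the excess in the windows was also past the threshold in both strains. After Benjamini-Hochberg adjustment of the t-test no probe was called in not2, so that no count was left there.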

Several genes were in these regions in the *not3* (28 genes) and *not2* (16 genes) mutants, accounting for 36% and 41%, respectively, of the genes listed as underexpressed in Table S2. It should be noted that most of the genes that mapped to these regions but are not listed in Table S2 also tended to be underexpressed in these mutants (data not shown), suggesting that Not3 and Not2 are involved in the regional control of gene expression. 

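Over both windows, 18 tested genes are not listed in Table S2 for not3 and 34 are not listed for not2. Of the 18, 16 had a log2 fold change below 0 in not3 (88.9%, against 59.4% of all tested probes), with a median of -0.21 (camera over n = 18 genes, p = 0.00416). Of the 34, 27 were below 0 in not2 (79.4%, against 58.7%), with a median of -0.18 (camera over n = 34 genes, p = 0.00253). Both hold under fry. The 34 include genes that Table S2 lists for not3. Among the marked genes of that table, 16 were not listed for not2, with a median of -0.44 in not2. Those were chosen for lower expression in not3 against the same wild-type arrays. The test in not2 is therefore no separate check on genes that the table leaves out. Scaling to the spike-in controls adds 1 constant to all probes of an array. With it the medians were -0.15 in not3 and -0.024 in not2, against 0.013 and 0.12 over all tested probes. Fry, which tests a group against 0, no longer passed its threshold there in either strain. Camera, which sets the genes against the other probes, still passed its threshold in both strains. In not2 neither test passed its threshold with normexp background correction. Of these genes, 8 in not3 and 11 in not2 were lower with an adjusted p under 0.05. Without the filter on dim probes the camera test no longer passed its threshold, while fry still did, with a median of -0.07 over 36 genes in not3 and of -0.14 over 51 genes in not2. Within 200 kb of each end of chromosome 2, the median in not3 was -0.42 at the left end and -0.14 at the right end. At the same distance the ends of chromosome 1 were also lower in not3 by camera, with a median of -0.15 at the left end (n = 62 genes, p = 0.00242) and -0.19 at the right end (n = 50 genes, p = 2.34e-04). In not2 the left end of chromosome 1 had a median of -0.16 (n = 62 genes, p = 0.00523), against -0.18 at the left end and -0.12 at the right end of chromosome 2. Both ends of chromosome 3 were not lower by camera in either strain.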

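The mutants were also compared with each other, without the wild-type arrays. The number of probes called was 74 between not3 and not2, 149 between not3 and caf4 and 98 between not2 and caf4. Scaled to the spike-in controls, these 3 numbers were 74, 720 and 1139. With only the 4 arrays compared in each fit they were 78, 127 and 18. On single arrays, with no test, the number of probes at least 1.5-fold from the wild-type mean was 156 and 175 on the not3 arrays, 102 and 118 on the not2 arrays, and 185 and 34 on the caf4 arrays. The order of the strains by affected genes therefore differs with the caf4 array used. With both arrays of each strain, the order not3, not2, caf4 was the same with limma and with the methods' t-test. With scaling to the spike-in controls, chosen after seeing the data, the order by limma was caf4, not3 (149 probes) and not2 (95 probes), and without caf4 deletion replicate 2 caf4 was also first, ahead of not3 (153 probes). After Benjamini-Hochberg adjustment of the methods' t-test the numbers were 29 in not3 and none in not2 or caf4. In simulated data for not3 the adjusted t-test recovered 29 of 200 changed probes, so that few calls under it say little.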

Although we do not understand how these microarray results are relevant to aneuploid phenotypes, the numbers of genes affected in the *not3*, *not2*, and *caf4* mutants roughly correlated with the severity of aneuploid phenotypes, such as the temperature-sensitivity of the chromosome 3 disome as well as the poor colony-forming efficiency of aneuploid spores (see Figure 3 and Table 1). Altered expression of some specific genes might be also relevant to aneuploid viability (see Discussion).

### The CCR4-NOT complex may be also required for aneuploid viability in budding yeast

Because the CCR4-NOT complex is evolutionarily conserved, we examined whether deficiency of the complex in *S. cerevisiae* also affects aneuploid viability. We made triploid strains with *not3* or *caf4* deletion mutations in otherwise similar genetic backgrounds and tested the viability of the resulting spores (Materials and Methods). As a control, we separated spores produced in wild-type triploids either by tetrad dissection or by random spore analysis and scored the number of spores that formed visible colonies after incubation for 6 d at 30°C. Note that due to the large number of chromosomes in this yeast (n = 16), virtually all the spores were aneuploid. With a few exceptions, only aneuploids with fewer than six extra chromosomes are tolerated in this yeast [11]–[13], which comprise about 10% of the total spores produced in triploid yeast. As summarized in Table 3, the overall colony-formation rate was 54.3% (n = 1483), with only a slight difference between the two different triploid strains. This value is greater than those previously reported (18% in [12]) and 38.5% in [24]), which may be due to genetic variations among laboratory yeast strains. These colony-forming efficiency values indicate that a significant portion of aneuploid spores survive and produce colonies, most probably by reducing the number of extra chromosomes during cell proliferation. Experimental spores from the mutant triploids had reduced colony-forming efficiencies of around 34% (n = 987) and 36% (n = 960) for the *not3Δ* and *caf4Δ* mutants, respectively (p<0.01 for both). Because the mutants did not appreciably affect the viability of haploid spores (Table 3), the reduced viability of spores from triploid meioses suggests that these two genes have important roles in sustaining aneuploid viability.

**Table 3:** Viability of spores produced in triploid cells in *S. cerevisiae*.

		Spore viability		
ploidy	Relevant genotype	Visible colony formed (%)	Total number of spores tested	Method
triploid	α/**a**/**a** wild type	182 (60.7)	300	Tetrad dissection
	α/α/**a** wild type	288 (52.9)	544	Tetrad dissection
		335 (52.4)	639	Random spores
	α/α/**a** *not3Δ*	103 (36.3)	284	Tetrad dissection
		222 (31.6)	703	Random spores
	α/α/**a** *caf4Δ*	124 (38.8)	320	Tetrad dissection
		206 (32.2)	640	Random spores
diploid	α/**a** wild type	57 (95.0)	60	Tetrad dissection
	α/**a** *not3Δ*	58 (92.1)	63	Tetrad dissection
	α/**a** *caf4Δ*	60 (93.8)	64	Tetrad dissection

In a separate experiment, we counted the number of cells in each microcolony grown from individual spores after incubation for 15.5 h (Figure 5A), and scored the number of visible colonies after 6 d of incubation. As summarized in Figure 5A, the number of spores that remained single cells or divided only once was significantly increased in both mutants compared to wild-type (p<0.01): 25.3% (wild-type) vs. 35.8% (*not3Δ*) and 45.6% (*caf4Δ*). In contrast, the number of spores that divided many times to produce nine or more cells comprised 35.9% (wild-type), 25.5% (*not3Δ*), and 20.6% (*caf4Δ*), indicating that the proliferation rate of many types of aneuploids was significantly reduced in the mutants (p<0.01). In this experiment, visible colony formation rates were 55.2% (wild-type, n = 384), 39.6% (*not3Δ*, n = 384), and 31.6% (*caf4Δ*, n = 384). For haploid spores, the timing of spore germination and subsequent cell divisions did not significant differ between wild-type and mutants (Figure 5A). Thus, it is likely that these CCR4-NOT mutants decreased the cell proliferation potential of aneuploid cells in *S. cerevisiae*. The *caf4Δ* mutation tended to have a greater effect on spore viability than the *not3Δ* mutation, which contrasts with the results for *S. pombe*, suggesting that the roles of individual components in the CCR4-NOT complex for aneuploid viability differ among these yeasts. More importantly, however, the CCR4-NOT complex appears to have a role in aneuploid viability, suggesting that its function in aneuploidy may be conserved in other eukaryotes.

**Figure 5:**
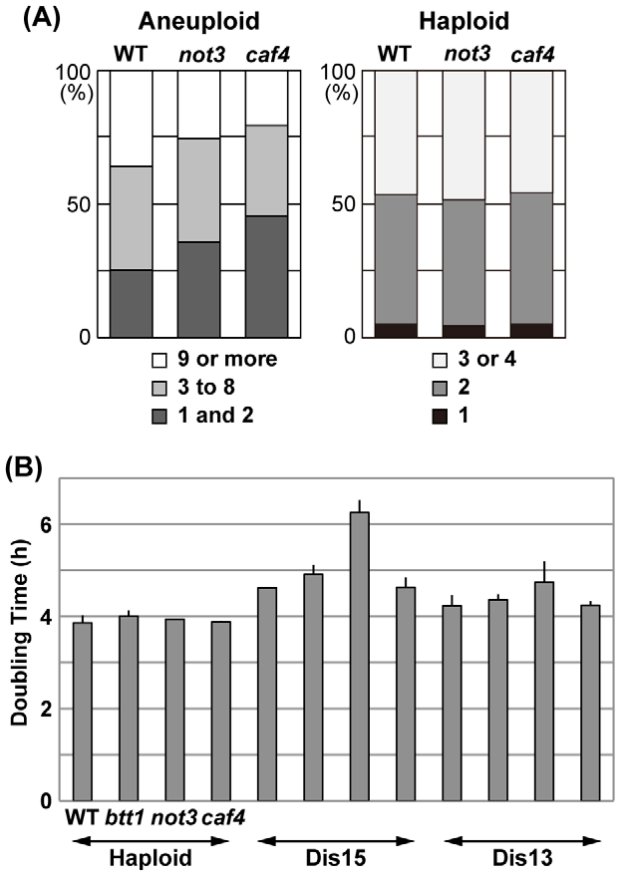
Effects of CCR4-NOT mutants on the proliferation of aneuploid cells in *S. cerevisiae*. (A) Effect of *not3* and *caf4* mutants on aneuploid spores. Randomly selected spores prepared from triploid meioses were individually plated on YPD plates and incubated at 30°C for 15.5 h. The number of cells in each microcolony was counted. A cell with an emerging bud whose diameter was smaller than approximately two-thirds that of the mother cell was counted as one. For haploid spores (wild-type: n = 226; *not3*: n = 216; *caf4*: n = 210), the number of cells was counted after 4.5 h of incubation. (B) Doubling times of *S. cerevisiae* haploid and disomes. Disomes having an extra chromosome (XV or XIII) with the indicated mutations were used. Colonies were incubated in a synthetic SD medium selective for disomy (−His+G418) at 22°C. Culture densities were measured every 2 h. Doubling time was calculated from an exponentially growing phase of each culture (OD_600_ values, approximately from 0.15 to 1.0). Data are shown as mean ± SD (n = 3).

### Effect of CCR4-NOT gene defects on disomic budding yeast

To address how the CCR4-NOT defects in *S. cerevisiae* impact defined types of aneuploids, we examined the growth rate of several types of disomes that contain *not3*, *caf4,* or *btt1* (*btf3* in *S. pombe*) deletion mutants (see Materials and Methods). Disome XV has a significantly longer doubling time than the wild-type haploid [9]. We found that deficiency of the *NOT3* gene further decreased the growth rate of this type of disome (Figure 5B), which was consistent with the smaller colonies produced by the mutant disome compared with disome XV carrying wild-type *NOT3*. Mild detrimental effects of the *not3* and *btt1* mutants might be seen in disome XIII and disome XV, respectively. As for disomes I and II, we detected no effects of any of the mutants on growth rate (data not shown).

Many types of aneuploids in *S. cerevisiae* are hypersensitive to genotoxic agents, including camptothecin (CPT), phleomycin, and hydroxyurea (HU), and some other types of aneuploids are rather resistant to some drugs such as rapamycin and bleomycin [10], [13]. We examined whether the CCR4-NOT mutations affected the sensitivity of the disomes to CPT, HU, and phleomycin. Based on their colony size, disome I (and disome XIII less clearly) became more resistant and disome II became more sensitive to CPT in the absence of *NOT3* (Figure S3A). Also, disomes II became very weakly resistant to CPT in the *caf4* mutant. In addition, haploids with the *NOT3* defect were slightly sensitive to HU and the sensitivity became more conspicuous in disome I (Figure S3B). With regard to phleomycin, we noted no specific effect of the CCR4-NOT mutants on disomes I, II, XIII, and XV (data not shown). Thus, the CCR4-NOT defects did not have strong effects on the defined types of aneuploids with only one extra chromosome, yet the CCR4-NOT defects did have some specific interactions with the aneuploids.

### Other genes that may affect aneuploid viability

In the course of the present study, we observed that a *rad32* (a homolog of *MRE11*) mutant was defective in maintaining chromosome 3 disomy (Table 2). It was also synergistic with the *gtb1 mad2* double mutant (Figure 6), suggesting that DNA recombination/repair is involved in aneuploid viability and/or maintenance. We tested whether deletion mutations in recombination/repair-related genes had a synergistic effect with the *gtb1 mad2* double mutant. As shown in Figure 6, *rhp51* (the *RAD51* homolog), *rhp55* (*RAD55*), *rhp57* (*RAD57*), and *eme1* (*MMS4*) showed synergistic interactions with the double mutant. The effect of *rad55* and *rad57* deletions seemed weaker than that of *rad51*, but some ambiguity remains due to the emergence of fast-growing colonies with unknown genetic properties (see Figure 6). All results from this and other repeated tests indicate that these two mutants had synergistic effects with the *gtb1 mad2* double mutant. This finding is consistent with Rhp55 and Rhp57 functioning as a complex to stimulate Rhp51 activity [25]. The Mus81/Eme1 complex is a DNA structure-specific endonuclease that functions in a late stage of homologous recombination repair [26]. Because the *eme1* mutant showed synergistic effects with the *gtb1-93* mutation alone, it is possible that its effect was not specific to aneuploidy. Rad3 and Crb2 are involved in DNA damage checkpoint control [27], but these proteins do not appear to be involved in aneuploid viability, based on the negative results of both the gtub-mad2 assay (Figure 6) and the triploid meiosis test (Table S1). Overall, the results suggest that the core machinery for recombination repair, e.g., Rad32, Rhp51, Rhp55, and Rhp57, are involved in aneuploid viability. Because these gene products are, to a certain extent, required for sporulation, the triploid meiosis test could not be performed adequately. It should be noted that in these mutants, unlike in wild-type cells, the minichromosome Ch16 was not stable ([28] and data not shown). Thus a chromosome-destabilizing effect may explain why triple mutants became sicker than the parental double mutants. It is conceivable that recombination repair is required for aneuploid viability, however, because chromosome-destabilizing mutants did not necessarily have synergistic effects with the *gtb1 mad2* double mutant (see Table S1), and particularly because many types of aneuploid cells have defective DNA damage repair [10]. In the segregation analysis of the chromosome 3 disome, *rad32*, *rhp51*, *rhp55* and *eme1*, no or very few disome segregants were recovered (Table 2). This suggests that these homologous recombination repair genes are required for viability of the disome, maintenance of the extra chromosome, or both.

**Figure 6:**
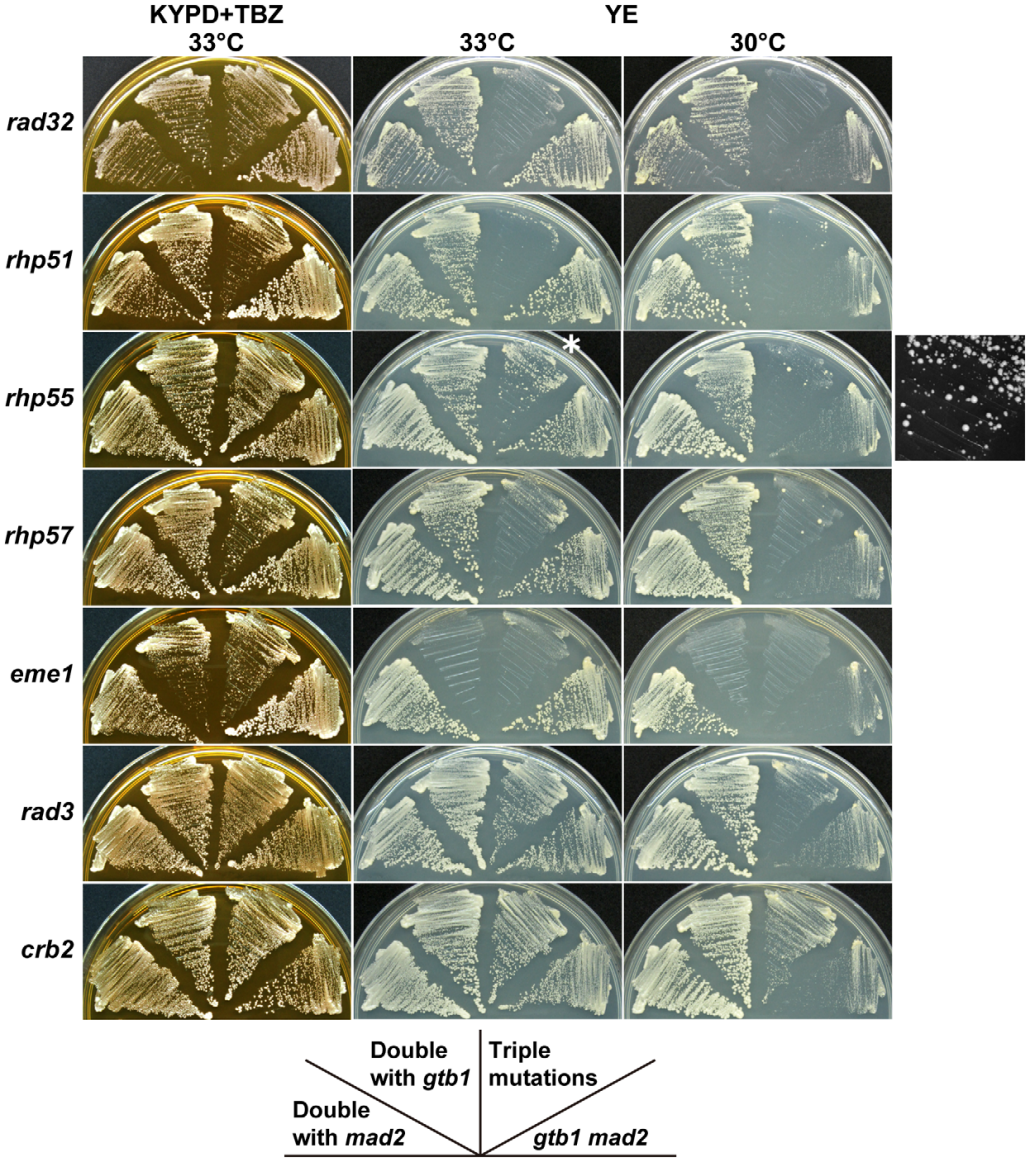
Synergistic effects of DNA repair-related mutants on the *gtb1 mad2* double mutant. See Figure 2 legend for details. *Enlarged black and white image of this portion is shown on the right side.

In addition, we fortuitously found that an mRNA transport mutant, *mex67* (the ortholog of *S. cerevisiae MEX67*) [29], had suppressor activity for the *gtb1 mad2* mutant. That is, the triple mutant produced slightly larger colonies than the parental strain on YE plates, a condition that enhances aneuploid production (Figure S1). We then tested other transport-related mutants by the gtub-mad2 method, including *SPAC14C4.06c* (*S. cerevisiae NAB2*), *nup97* (*NIC96*), *SPAC328.05* (*HRB1/GBP2*), and *crp79* (no ortholog known in other species). Interestingly, *crp79* had a similar effect on the *gtb1 mad2* mutant, although the effect was weaker than that of *mex67*. Crp79 was identified as a multicopy suppressor of the essential transport mutant *rae1* [30]. Among other tested mutants, *SPAC14C4.06c* made the *gtb1 mad2* mutant sicker, while the others had little or no effect.

## Discussion

The two yeasts *S. cerevisiae* and *S. pombe* are in distantly related subgroups of the phylum Ascomycota [31], [32], thus comparisons of these yeasts should provide good insight into the operations of eukaryotic cells. The present results suggest that deletion mutations in at least some components of the CCR4-NOT complex affect the viability of aneuploids in both fission yeast and budding yeast. Genetic as well as biochemical studies in *S. cerevisiae* and other species revealed that the complex is involved in several aspects of mRNA metabolism, including negative and positive regulation of transcription initiation, mRNA elongation, RNA degradation in the nucleus, and deadenylation of the poly(A)-tail for mRNA decay, with its primary function being the regulation of mRNA level in response to different environmental conditions [18]–[20], [33]. In addition, Not4 has ubiquitin ligase activity [34], [35] and the CCR4-NOT complex interacts with a nascent-associated polypeptide complex [35], which suggests a protein metabolism function. In *S. cerevisiae*, a discrete form of the complex, approximately 1 MDa in size and containing 10 subunits, Cdc39 (also known as Not1), Cdc36 (Not2), Not3, Mot2 (Not4), Not5, Ccr4, Pop2 (Caf1), Caf40, Caf130, and Btt1, have been identified [19]–[21]. This “core” complex is associated with other components, including Caf4 and Caf16, probably in a loose manner to form a larger form of the CCR4-NOT complex. The CCR4-NOT complex is thought to be conserved in fission yeast [36], [37], although some structural and functional divergence in its evolution has been proposed [38].

The Ccr4-Pop2(Caf1) moiety of the complex in *S. cerevisiae* has poly(A)-specific deadenylase activity, which together with the PAN complex accounts for the cytoplasmic deadenylase required for mRNA degradation [39]. *S. pombe* Caf1 also has deadenylase activity [37], [40]. Although triploid meiosis data are missing for the *ccr4* and *caf1* mutants, these mutants had a strong synergistic effect in the gtub-mad2 assay (Figure 2). Further, we identified two genes, *SPAC1B1.04c* and *ppk26* (presumed components of the PAN complex in *S. pombe*), whose deficiency was associated with synergistic effects with the *gtb1 mad2* mutant and reduced viability of spores from triploid meioses. Thus, the decrease in cytoplasmic deadenylase activity appeared to be associated with reduced aneuploid viability. The deficiency in deadenylase activity should stabilize the mRNA, resulting in too much functional mRNA, which in turn leads to an increase in protein production that could result in an increased need for protein degradation.

We found that deletion mutants of mRNA export-related factors (Mex67 and Crp79) had opposite effects in the gtub-mad2 test, that is, these mutations partially rescued the poor colony formation of the *gtb1 mad2* double mutant (Figure S1 and Y. Tange and O. Niwa, unpublished results). In these mutants, the amount of functional cytoplasmic mRNA might be decreased, which is opposite to the case in the deadenylase mutants. Our preliminary examination by the triploid meiosis test as well as by the segregation analysis for chromosome 3 disomy, however, indicated that the *mex67* deletion mutation reduced, rather than increased, aneuploidy viability (Y. Tange and O. Niwa, unpublished results). More specifically, the chromosome 3 disome was extremely unstable and the other types of aneuploids had reduced colony-forming efficiency associated with retarded growth. Further studies are needed to understand why there is an apparent rescue of the poor colony growth of the *gtb1 mad2* double mutant by the *mex67* mutant. Nevertheless, it is interesting that a class of putative regulators of mRNA dynamics also probably affects the viability of aneuploids.

How do the other mutations in the CCR4-NOT components, that is, *not3*, *not2*, *rcd1*, and *btf3*, affect aneuploid viability? In the present study, we performed a gene expression analysis of the fission yeast *not3*, *not2*, and *caf4* mutants. The results indicated that the numbers of genes whose expression is strongly affected in the deletion mutants of the CCR4-NOT complex is lower than that in corresponding mutants in *S. cerevisiae* [21], [22]. This finding suggests that components of the CCR4-NOT complex or the complex as a whole in *S. pombe* might have different functions in the gross regulation of mRNA metabolism from those in *S. cerevisiae*, or that fission yeast might have a system against perturbations in mRNA turnover to ensure mRNA homeostasis, at least in haploid cells. 

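At a change of at least 2-fold with an adjusted p under 0.05, limma called 47 probes in not3 (17 higher and 30 lower), 21 in not2 (7 higher and 14 lower) and 2 in caf4 (1 higher and 1 lower). Each count includes the deleted gene itself, which is the 1 lower probe in caf4. The SD of the log2 fold changes over all tested probes was 0.30 in not3, 0.25 in not2 and 0.18 in caf4. These SDs include the change of the deleted gene itself, which the simulated strains lack. Unchanged strains with 1 spread per probe fitted over all strains gave 0.10 in the simulations, a value that is too low for caf4, whose arrays differ more.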

Several interesting points may be drawn from our microarray data. Firstly, as already mentioned, the numbers of genes affected in each of the mutants correlated with the severity of aneuploid phenotypes, e.g., the growth defect of the chromosome 3 disome is most severe in the *not3* and least severe in the *caf4* mutant. The larger number of genes affected in the *not3/not2* mutants may be more detrimental to the gene expression imbalance occurs in aneuploid cells. 

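Tested genes were counted as transport genes when the product description in the array files holds a word for a transporter, permease, symporter, antiporter, carrier or channel and no word for an organelle. This gave 164 of the 4890 tested genes. They made up 14 of the 146 calls in not3 (9.59%, odds ratio 3.25; two-sided Fisher's exact test, p = 3.35e-04) and 8 of the 70 calls in not2 (11.4%, odds ratio 3.86; p = 0.00217). In not3, 10 of the 14 were lower, among them the zinc transporter gene zrt1 (1.92-fold), a predicted sulfate transporter, SPAC869.05c (2.10-fold), and the glutathione transporter gene pgt1 (1.64-fold), and 4 were higher, among them the iron permease gene fip1 (2.38-fold). In not2, 5 of the 8 were higher, among them the pyridoxine carrier gene bsu1 (1.66-fold), and 3 were lower, among them the biotin transporter gene vht1. The siderophore transporter gene str3 and the hexose transporter gene ght3 were called higher in both mutants. These single genes were picked after their values had been seen. Some of the calls lie in the subtelomeric windows of chromosome 2. Outside the windows, 9 of 119 calls in not3 (Fisher's exact test, p = 0.0114) and 6 of 56 in not2 (p = 0.00746) were transport genes. The excess in not2 was not past the threshold when calls had no limit on the fold change, with 30 of 753 calls (Fisher's exact test, p = 0.321). It was also not past the threshold in 2 of the 8 fits with 1 array left out.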

Second, among genes whose expression is affected in the *not3* and *not2* mutants, a number of genes are involved in transport between the cell and its environment. This may be relevant to the fact that fission yeast aneuploids are generally sensitive to environmental changes, including temperature and nutrition ([8] and present study). 

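The gene cnp3 (SPBC1861.01c) lies on chromosome 2 from 4126370 to 4128568, outside the subtelomeric windows. Its log2 level was -0.43 ± 0.03 (SD, n = 2 arrays) in wild type, -1.27 ± 0.11 in not3 and -1.32 ± 0.08 in not2. It was 1.78-fold lower in not3 (standard error of the log2 fold change 0.07, adjusted p = 0.00123) and 1.86-fold lower in not2 (adjusted p = 0.00261). With each array left out in turn the log2 fold change stayed between -0.91 and -0.76 in not3 and between -0.95 and -0.83 in not2, and the call in not2 was lost without wild type replicate 1 (adjusted p = 0.0526).

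**Figure D4:**
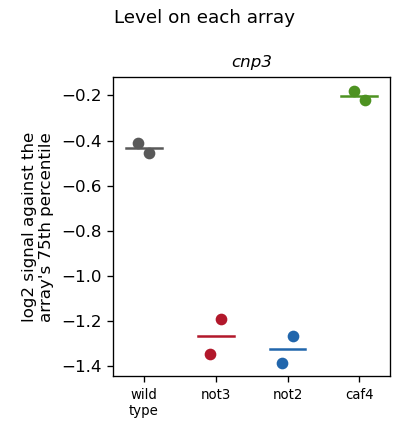
Log2 signal of cnp3 against each array's 75th percentile in wild type and in the not3, not2 and caf4 deletion strains. Points are single arrays (2 per strain) and bars are strain means, and the 4 arrays of not3 and not2 lie below the other 4.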

Third, we observed that a kinetochore protein, CENP-C homolog (Cnp3), is underexpressed by 1.8- and 1.9-fold in the *not3* and *not2* mutants, respectively (Table S2). Fission yeast Cnp3 is required for correct chromosome segregation [41], but because the minichromosome Ch16 is not appreciably destabilized in either of these CCR4-NOT mutants (data not shown), this level of reduction in Cnp3 expression does not seem to interfere with chromosome segregation in the quasi-haploid situation. Also, this reduction may not readily explain the growth retardation observed in a type of aneuploid cells (Figure 4). Provided that chromosome stability is generally reduced in aneuploid yeasts [8], [10], the lower expression of CENP-C may bring about further chromosome destabilization, and thus reduced viability. It remains to be examined whether Cnp3 expression is also reduced in other CCR4-NOT mutants.

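The caf4 deletion strain is another CCR4-NOT mutant on these arrays. There the log2 level of cnp3 was -0.20 ± 0.03 (SD, n = 2 arrays), a 1.17-fold increase over wild type that was not called (log2 fold change 0.23, adjusted p = 0.317). Scaled to the spike-in controls, which moved the median of all probes in caf4 to -0.29, the log2 fold change of cnp3 was -0.05, above that median.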

Another important point that must be considered is that mutants of the CCR4-NOT complex and its interacting factors are hypersensitive to DNA-damaging agents in both *S. cerevisiae* and *S. pombe* [42]–[45], suggesting that the complex is involved in DNA damage repair and/or checkpoint. In *S. cerevisiae*, *CCR4* and *DHH1* (an RNA helicase interacting with Ccr4/Pop2) are required for resistance to ionizing radiation and other DNA-damaging agents. *POP2*(*CAF1*), *NOT3*, *NOT2*, and some other interacting genes confer radiation hypersensitivity when deleted [43]. In *S. pombe*, *caf1*, *ccr4*, *rcd1*, and *not2* mutants are sensitive to DNA replication stress and/or to an ultraviolet light mimetic agent [44], [45]. Provided that, in both fission and budding yeast, homologous recombination repair function for DNA double strand breaks may be generally impaired in aneuploid cells [10], it is conceivable that the DNA repair function of the CCR4-NOT complex is involved in aneuploid viability. This is consistent with our finding that the genes required for homologous recombination repair had a synergistic effect with a chromosome instability mutant that continuously produced aneuploid cells.

In summary, the present findings demonstrate that the CCR4-NOT complex and other factors involved in the regulation of cellular mRNA level as well as proteins that are required for DNA recombination/repair play a crucial role in determining the fate of aneuploid cells.

## Materials and Methods

### Strains and genetic methods

Culture media used in the study were YE and YPD (rich media), EMM and SD (synthetic media), MEA (for conjugation and sporulation in *S. pombe*), and Sporulation medium (for *S. cerevisiae*) [46], [47]. YE medium was prepared for fission yeast using Bacto Yeast Extract (Becton Dickinson, Franklin Lakes). YES medium contained five supplements (adenine, uracil, leucine, histidine, and lysine) in YE [47]. Phloxine B plates were prepared as described previously [47]. YPD was prepared with Bacto Yeast Extract, Bacto peptone, and dextrose, and used for *S. cerevisiae*. KYPD (K for Kyoto) was analogous to YPD medium, but Polypeptone (394-00115, Nihon Seiyaku, Tokyo) and Yeast Extract (42007000, Oriental-Yeast, Tokyo) were used instead of Bacto Peptone and Bacto Yeast Extract. KYPD was originally used as an optimal medium for the fission yeast aneuploid study, particularly for cultivating the chromosome 3 disome. EMM was another good medium for the chromosome 3 disome, when sodium glutamate (5 g/l) was used as the nitrogen source. NH_4_Cl was a very poor nitrogen source for aneuploid proliferation. KYPD was also used with 5 µg/ml of TBZ as a permissive incubation medium for the *gtb1 mad2* double mutant. Malt Extract Broth was purchased from Oxoid (Basingstoke, UK) for MEA. For SD, Difco Yeast Nitrogen Base (without amino acids or without amino acids and ammonium sulfate) was used (Becton Dickinson).

### Preparation of spores from triploid meiosis

The yeast collection we used in this study was an early version of a deletion library and consisted of 2663 deletion mutants, which covered approximately 73% of non-essential fission yeast genes (3630 genes according to Kim *et al.* [16]). Their genotype was *h* ^+^ *leu1-32 ura4-D18 ade6-M210* (or *M216*) *orfΔ::kanMX4* (most of the open reading frame [ORF] of a gene was disrupted with the G418-resistance gene) [16]. For the triploid meiosis analysis, each strain was crossed with a wild-type *h* ^−^ strain, L972, to isolate *h* ^−^ *orfΔ::kanMX4* and *h* ^+^ *leu1-32 orfΔ::kanMX4* segregants. G-418 (G5013, Sigma-Aldrich Inc, St. Louis, MO) at a concentration equivalent of 100 µg/ml was used for the selection. We failed to obtain the targeted segregants in crosses for 643 deletion mutants.

The *h* ^−^ segregant obtained was then treated with methyl 2-benzimidazole carbamate (MBC; Wako, Osaka) to induce diploidization. Briefly, MBC stock solution (7.5 mg/ml) in dimethyl sulfoxide was added to a logarithmic phase culture in YE medium at 1/300 volume of the medium, followed by incubation at 26°C for 4.5 h. After incubation, we separated the affected cells (elongated cells with swelling or a short protrusion near the middle of the cell) with a micromanipulator on a Phloxine B plate, and incubated them at 26°C to obtain diploid colonies. More than 50% of the separated wild-type cells formed diploid colonies. In some cases, we spread the MBC-treated cell culture directly onto Phloxine B plates and isolated dark-colored colonies as diploid colonies. Stability of the diploid cells was assessed by spreading the cells on Phloxine B plates. For those showing poor stability, we tested the stability of the Ch16 minichromosome. Table S1 provides semi-quantitative data regarding the stability of the diploid and the minichromosome.

The obtained *h* ^−^/*h* ^−^ diploid strain was then crossed with a corresponding *h* ^+^ haploid strain on MEA at 26°C for 2 to 3 d. To isolate spores, the cell mixture on the MEA plate was digested with 0.5% (v/v in water) β-glucuronidase (G7770, Sigma-Aldrich) at 36°C for 3 h or longer. The number of spores was counted microscopically with a counting chamber. Very few vegetative cells escaped from digestion, allowing subsequent experiments to be performed without purifying the spores.

### Observation of cell growth/colony formation from spores

A known number of spores was plated on YE plates and incubated at 30°C for 4 d. The numbers of small and large colonies were manually counted, and their ratio was calculated. In the initial phase of screening, we observed the plates after 2 d incubation, and visible colonies were counted and marked, followed by further incubation for 2 d, when newly appearing small colonies were counted. At this time, the previously marked colonies had generally grown to be “large” colonies. For a detailed analysis of the spores, individual spores were separated with a micromanipulator onto a YE plate. After 2 d incubation at 30°C, the morphology of each cell/microcolony was observed microscopically and classified into six classes according to Niwa *et al.* (2006) [8] (see text and Table 1 and Figure 1), followed by another 3 to 4 d of incubation after which we determined which microcolonies produced visible colonies.

To compare their size, we took photographs of microcolonies after 52 h incubation at 30°C. The photographs were printed with the images of each microcolony, cut out along the edge and weighed to determine their relative sizes. For a control experiment, spores produced by diploids were incubated for 16 h and the size of their microcolonies was determined.

### Screening of deletion mutants that affect the viability of the *gtb1 mad2* double mutant

A *gtb1 mad2* double mutant, YT708 (*h* ^−^), contained the hygromycin B-resistance gene, *hph*, which was inserted 600 bp upstream of the start codon of the *gtb1-93* mutant gene, and the nourseothricin-resistance *nat* gene, which was used to disrupt the *mad2* gene according to the previously described procedure [48], [49]. YT708 was crossed with *h* ^+^ segregants as described above to introduce the G418-resistant deletion mutations to the *gtb1*, *mad2* background. Hygromycin B (H0654, Sigma-Aldrich) and clonNAT (Werner BioAgents, Jena, Germany) were used for *hph* and *nat* gene selection at 50 µg/ml and 100 µg/ml, respectively, together with G418 to select triple-drug resistant recombinants on YES plates with or without 5 µg/ml TBZ (T8904, Sigma-Aldrich) at 33°C. In an initial screening, we selected deletion mutants that produced a reduced number of triple-drug resistant recombinant colonies on the TBZ-free YES plate, compared with wild-type. The *rad32* deletion we used in this study was not obtained from the deletion library. Instead, it was made separately by replacing the whole ORF with the *nat* gene. We confirmed that all deletion mutants listed in Table 1, Table 2, Figure 6, and Figure S1 had the correct disruption.

### Analysis of disomy in the deletion mutants

Strain P219 was a chromosome 3 disome with the mating type of *h* ^−^. Each chromosome 3 contained the *ade6-M210* and *ade6-M216* alleles. Because the *ade6* mutations complement each other, the Ade^+^ phenotype was used to indicate chromosome 3 disomy. As anticipated based on a previous study [8], the Ade^+^ phenotype was associated with the C2-type microcolony morphology. P219 was crossed with an *h* ^+^ haploid strain carrying a deletion mutation (*kan*) and *ade6-M210* (or *M216*). In the *rad32* mutation, the *nat* resistance gene was used for gene disruption. For the *not2* mutation, we used strain 56-1 (*h* ^−^), which was disomic for chromosome 3 and one of the chromosomes carried the *not2* mutation. Random spores produced from these crossings were plated on EMM plates, followed by incubation at 30°C for 5 d to select for Ade^+^ colonies. Fifty (or 20) colonies were randomly chosen and tested for G-418 (or clonNAT) resistance. From the drug-resistant segregants as well as drug-sensitive segregants, up to 12 colonies were randomly selected and tested for instability of the Ade^+^ phenotype (a genetic characteristic of disomy) by streaking them out on YE plates on which the Ade^+^ (white) and Ade^−^ (red) phenotypes could be discerned based on colony color. For the cross using the *not2* mutation, we first selected Ade^+^ and G-418-resistant colonies. Each of them was streaked on YE plates containing G-418, and we determined whether they were homozygous or heterozygous for the *not2* alleles based on the fact that each of the two *ade6* alleles produce characteristic colony colors (*ade6-M210*; deep red; *M216*: pale red). Therefore, disomes that produced an even mixture of two different red colonies on the G-418 plate were judged to be homozygous for the *not2* deletion allele, while if (almost) all of the Ade^−^ colonies were one of the two red colors, we considered them heterozygous.

### Microarray analysis of the CCR4-NOT mutants in fission yeast

Fission yeast wild-type strain L972 was used as the parental strain. The whole ORF of *not3*, *not2*, or *caf4* gene in the parent was replaced with the G418 resistance gene according to the standard procedure [48]. 

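The deleted genes were not well above background on either array of their own deletion strain. Against wild type, not3 was at least 83.6-fold lower in the not3 deletion, not2 at least 97.3-fold lower in the not2 deletion and caf4 at least 11.7-fold lower in the caf4 deletion. In the strains that carry these genes their log2 fold change lay between -0.08 and 0.18. A bound of this kind sets the mean of the brighter strain against, on each array of the dimmer strain, the higher of the probe's own signal and the lowest signal among probes well above background. Of the 12 genes next to the deletions, 2 on each side of each gene, 2 were called in the strain with the neighboring deletion. SPCC4G3.16, next to not2 on chromosome 3 from 440054 to 441271, was not well above background in wild type, not3 or caf4 and was at least 4.67-fold higher in the not2 deletion (adjusted p = 0.00652). SPAC1B3.04c, next to not3 on chromosome 1 from 4931482 to 4933510, was 1.71-fold higher in the not3 deletion (adjusted p = 0.00131), and its log2 fold change was 0.36 in the not2 deletion (adjusted p = 0.0183) and 0.05 in the caf4 deletion. None of the 4 genes next to caf4 was called in the caf4 deletion. The genes of the other CCR4-NOT components, 9 of them tested in each strain, were not called in any mutant. Their median log2 fold change was -0.06 in not3, -0.13 in not2 and 0.04 in caf4, where the mean was -0.06. Adjusted over the 30 tests of gene lists, camera gave no difference in not3 (adjusted p = 0.521), not2 (adjusted p = 0.109) or caf4 (adjusted p = 0.75), while fry gave an adjusted p = 0.022 in not3 and an adjusted p = 0.0135 in not2. Scaling to the spike-in controls moves all probes of an array alike, and with it the medians were 0.0012 in not3, 0.023 in not2 and -0.23 in caf4, so that their change of sign says nothing on these genes relative to the others. The 4 with the largest changes were rcd1, which was 1.51-fold lower in caf4 but differed widely between both caf4 arrays (-3.11 and -2.18), caf16, with -0.29 in not2, not1, with -0.28 in not2, and mot2, with -0.28 in not3.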

Gene expression analysis was performed independently twice for each of the mutant and parental strains as described below.

We used the Agilent DNA microarray (15k×8 format; Agilent Technologies, Santa Clara, CA) containing 15,208 probe spots in each array. The 5529 probes representing 5529 fission yeast genes from the *S. pombe* genome sequences [50] (GeneDB:: http://old.genedb.org/genedb/pombe/) were designed using the Agilent eArray platform. Each probe was spotted twice (1484 genes) or three times (4030 genes) to fill 15,058 spots in the array format. 

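The array files carry the same layout: 1484 probes have 2 spots, 4030 have 3 and 15 have 10. Between 1.38% and 1.97% of the gene spots on an array carry an outlier flag of the Feature Extraction software, and these were left out of a probe's mean, unless all of its spots were flagged.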

Probes for 15 genes selected as replicate probes were spotted 10 times.

PolyA-RNA targets for microarray were prepared as follows. A single colony of *S. pombe* cells on a YES plate was inoculated into YES liquid medium. Cells were incubated at 30°C and collected with filtration when they reached a density of 5×10^6^ cells/ml. Total RNA was isolated by the acid phenol method [51] (http://www.sanger.ac.uk/PostGenomics/S_pombe/). Using the Low Input Quick Amp Labeling Kit, one-color including Cy3-CTP (Agilent Technologies), labeled targets were prepared with 200 ng of total RNA. The labeled targets were purified using an RNeasy Mini Kit (Qiagen Japan, Tokyo). Hybridization and washing were performed under the manufacturer recommended conditions (Agilent Technologies) with 50 ng of labeled targets.

Microarrays were scanned using an Agilent array scanner (G2505C). The fluorescence intensity of each spot was processed using the Feature Extraction software (ver. 10.7.3. as recommended in the manufacturer instructions (Agilent Technologies). All subsequent data processing and analyses were performed with the GeneSpring GX software (ver. 11.5; Agilent Technologies). A coefficient of variation of 50% was used as the cutoff value. 

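Computed on the linear scale between the 2 arrays of a strain, the median coefficient of variation over the tested probes was 2.46% in wild type, 2.04% in not3, 3.10% in not2 and 5.11% in caf4. The number of tested probes at 50% or more was 2 in wild type, 1 in not3, 8 in not2 and 11 in caf4. Limiting the limma fit to probes under 50% in both strains compared gave 146 calls in not3, 69 in not2 and 6 in caf4.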

Averaged values from the replicates were used to calculate fold-changes in the gene expression in the mutants compared with wild-type. 

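With 2 arrays against 2, an exact two-sided permutation test cannot give a p under 0.333. On the deposited log2 values, over probes well above background on at least 1 of the 4 arrays compared, the methods' t-test with an unadjusted p under 0.05 and a change of at least 1.5-fold gave 142 probes in not3, 62 in not2 and 18 in caf4, each count with the deleted gene. None of these was at or over the limit on the coefficient of variation in either strain. After Benjamini-Hochberg adjustment 30 of these probes remained in not3, none in not2 and none in caf4. The set of probes was chosen after the values had been seen.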

Genes whose expression was changed by at least 1.5-fold are listed (Table S2: unpaired T-test, P<0.05). The sequences of the probes and original data from the microarray experiments were submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/index.cgi; accession number GSE36454).

### Construction of triploid strains in *S. cerevisiae*

Four isogenic derivatives of SK1 [52] were kindly provided by A. Shinohara (Osaka University): *MATα HO:::LYS2 lys2 ura3 leu2 trp1* (HM785), *MAT* ***a*** *HO:::LYS2 lys2 ura3 leu2 trp1* (HM786), *MAT* ***a*** *HO:::LYS2 lys2 ura3 leu2 his4B-LEU2 arg4-nsp* (HM787), and *MATα HO:::LYS2 lys2 ura3 leu2 his4X-LEU2-URA3 arg4-bgl* (HM788). Diploid cells (nonmater) from conjugation between HM785 and HM786 were lightly irradiated with ultraviolet light and plated onto a rich medium plate. To select a mating-proficient diploid colony, colonies formed from this plate were replica plated onto the lawn of HM787 or HM788 cells placed on an appropriate minimal plate. Triploid cells were simultaneously isolated as Leu^+^ Trp^+^ His^+^ Arg^+^ (Ura^+^) colonies on the minimal plate and incubated overnight on a fresh minimal medium plate without prior purification, followed by inoculation onto the sporulation medium. For random spore analysis, asci were digested with 0.25 mg/ml Zymolyase-100T at 36°C for 2 h. When required, individual spores were separated with a micromanipulator on YPD plates and incubated for the indicated period. Diploid cells for control sporulation were made from HM785 and HM787. To obtain triploid cells with homozygous *not3Δ* or *caf4Δ* mutations, respective genes were disrupted individually in HM785, HM786, and HM787 by replacing the whole ORF with the G418 resistance *kan* gene. The resulting three mutant strains were used to construct triploid cells as described above.

### Disomic strains in *S. cerevisiae*

Media used for disomic *S. cerevisiae* were as follows. SD (−His+G418) was a selective medium for all disomic strains (Table S3). Sodium glutamate (1%) was used as a nitrogen source. G418 was added to a final concentration of 200 µg/ml. All disomic strains and control strains were kindly constructed and provided as frozen stocks by J. Sheltzer (Massachusetts Institute of Technology, Cambridge, MA). Disomic strains were tested by CGH [9] to confirm correct whole chromosome disomy immediately before freezing the cultures. Frozen cells were inoculated and incubated on the selective plates at 26°C overnight. The resulting patches were scraped to inoculate liquid selective medium, followed by incubation at 22°C with vigorous shaking. To determine the doubling time of each strain, the OD_600_ was measured every 2 h and values between 0.15 and 1.0 were used to indicate an exponentially growing culture. To minimize possible overgrowth of an unwanted fast-growing cell population in the culture, the OD measurement was started within 24 h from the inoculation for liquid culture, with one interim dilution in fresh medium. At the end of the OD measurement, cultures were spotted on selective plates to ensure that the culture did not contain an abnormal number of fast-growing cells compared with the original frozen stock. Phleomycin (ant-ph-1, InvivoGen, San Diego, CA), camptothecin (208925, Calbiochem, Darmstadt, Germany), and hydroxyurea (H8627, Sigma-Aldrich) were added to YPD medium at the indicated concentrations for the test.

## Supporting Information

Figure S1 Synergistic effects of the indicated mutants on the *gtb1 mad2* double mutant. See Figure 2 legend for details.
(TIF) Click here for additional data file.

Figure S2 Temperature effect on haploid strains with *not3* and *not2* deletion mutations. Serial dilutions were spotted as in Figure 3 and incubated at 30°C or at 36°C for 3 d.
(EPS) Click here for additional data file.

Figure S3 Drug sensitivity of *S. cerevisiae* disomes. (A) Sensitivity of *S. cerevisiae* disome I (Dis1), II (Dis2), or XIII (Dis13) with indicated CCR4-NOT mutations to CPT. YPD plates with the indicated concentration of CPT were incubated at 30°C for the indicated periods. As a control, haploid strains were also tested. (B) HU-sensitivity of Dis1.
(EPS) Click here for additional data file.

Table S1 Effect of the deletion mutant on aneuploid cells. The triploid meiosis shows the S/L ratio (see text for details). The gtub mad2 column indicates whether the gene mutation had a synergistic toxic effect on the gtb1 mad2 double mutant. n: no or little effect; y: appreciable effect. When applicable, the second result was obtained using a different assessment method (see text). The diploid column indicates diploid stability. “1” indicates that this diploid makes a small and deep red colony on the Phloxine B-plate; “2” indicates that the colony size is heterogeneous, especially in the diploid colony; “3” indicates that the haploid makes a small colony; “4” indicates that the colony size is heterogeneous in the haploid colony; “5“ indicates the colony size and color are heterogeneous in the diploid colony; and “6” indicates that the color varies in the diploid colony. ± and −/+ indicate weak and weaker phenotypes, respectively. Cells that have no value indicate the diploid is stable. For those mutants, only the gtub mad2 test was performed, and the diploid stability test was not. The last column shows the instability of the Ch16 minichromosome. ++: highly unstable (∼50% colonies were Ade^−^); +: unstable (about 10%); ±: mildly unstable (1–2%); −/+: slightly unstable (less than 1%); and n: stable (no Ade^−^ found).
(DOC) Click here for additional data file.

Table S2 Microarray analysis of gene expression in the CCR4-NOT mutants. Genes whose expression changed by at least 1.5-fold in the CCR4-NOT mutants (*not3*, *not2*, and *caf4*). In the two columns next to the fold-change column in each mutant section, a: gene expression was increased at least 1.5-fold in the indicated mutant; b: gene expression decreased at least 1.5-fold; c: gene expression was changed but in the opposite direction. 

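Of the 219 entries of Table S2, 218 were matched to a probe by the gene names in the array files and the table of RefSeq symbols. Of the matched entries, 137 for not3, 58 for not2 and 17 for caf4 were among the probes tested here, and every one of them had the sign that the table gives. The median absolute difference between both log2 fold changes was 0.00264 in not3, the strain where it was largest. Of these entries, limma called 131 in not3, 55 in not2 and 5 in caf4. With the coefficient of variation, the fold change and the unadjusted t-test of the methods applied to the deposited log2 values, all of the 218 matched entries were called.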

*Genes underexpressed in *not3* and/or *not2* mapped within a region near the left terminus of chromosome 2; **mapped near the right terminus (see text for details).
(XLSX) Click here for additional data file.

Table S3 *S. cerevisiae* disomes and control haploid strains used in the present study.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

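Gene expression was measured on 8 one-color Agilent arrays, 2 for wild type and 2 for each of the not3, not2 and caf4 deletion strains of S. pombe. Each array has 15744 spots. The authors deposited, for each array, the Feature Extraction output with the intensity of every spot after background subtraction (in arbitrary units, not scaled between arrays), the raw mean intensity of the spot and of its local background, and flags for spots that are well above background, saturated or outliers. The authors also deposited log2 values per probe, in which the 75th percentile of each array lies at 0 and genes are not centered. Set against the scanner values, these deposited log2 values had a correlation of 1 on each array.

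From the scanner intensities, log2 was taken, control spots and spots flagged as outliers were left out (unless all spots of a probe were flagged), the spots of a probe were averaged, and the 75th percentile over probes was subtracted on each array. A probe entered the tests when most of its spots were well above background on every array of at least 1 strain, which left 4890 of 5529 probes. R 4.3.3 was used with limma 3.58.1 and data.table 1.17.8. The paper's text does not name the normalization between arrays.

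Strains were compared with lmFit and eBayes of limma, all 8 arrays in 1 fit with 1 mean per strain and no covariates, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes. The fit had 4 residual degrees of freedom, and limma's prior added 2.68. A call needs a change of at least 1.5-fold and an adjusted p under 0.05. Groups of genes were tested with camera, with a preset correlation of 0.01 between genes, and with fry, which takes the correlation from the arrays. The 5 gene lists are iron uptake, iron-using proteins, stress response, meiotic transcripts and CCR4-NOT components, 80 genes in all, written from general knowledge before the data were examined but after Table S2 had been read; each strain's own deleted gene was left out of its lists. They were tested in 6 comparisons, and their p-values were adjusted together over 30 tests. The number of calls without any change was taken from 1000 simulations of unchanged strains that use the same wild-type arrays and 1 spread per probe fitted over all strains. Overlaps with the regions and with transport genes were tested with two-sided Fisher's exact tests over the tested probes. The pipeline was tested on simulated data for the comparison of not3 with wild type over 4890 probes. There it recovered 200 of 200 changed probes with no false call. Every changed probe had a log2 change of 1 or 2 in size, so that recovery of changes between 1.5-fold and 2-fold was not tested. The methods' t-test recovered 195 with an unadjusted p and 29 after Benjamini-Hochberg adjustment. Few or no calls under the adjusted t-test therefore do not show a lack of change. The simulation has no spread between cultures beyond that fitted here.

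The windows on chromosome 2 follow the paper's text (110 kb centered 120 kb from the left end, and 70 kb centered 90 kb from the right end) in the coordinates of the array files. No reference genome was used. The plan made before the data were examined named a reference genome for these coordinates and, without one, the genes marked in Table S2. The windows in the array files' own coordinates were used in place of both, because the marked genes were chosen for their lower expression, and the marked genes are given as an alternative. The windows also follow from where the paper's underexpressed genes on these arrays lie, so that tests of them are not free of that choice. The paper's wording for the right region can also be read as starting 90 kb from the end, and this reading was tried too.

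Gene names are those of the array files. Of the 5529 systematic names, 5396 matched the table of RefSeq symbols, which was used for names of Table S2 and of the lists that the files do not hold. The rule for naming single genes was set before the data were examined. It names the genes in the paper's text, the 5 highest and 5 lowest calls per mutant among those whose 2 mutant arrays both lie outside the range of the wild-type arrays, 2 genes on each side of each deletion, at most 4 members of each list by largest change, and the 3 lowest genes of each chromosome 2 window in not3 and not2. Genes named outside this rule are marked as such where they appear.

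The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, median centering, the deposited log2 values, no filter on dim probes, only probes well above background on all 8 arrays, a limit of 50% on the coefficient of variation, the median of a probe's spots, a fit of only the 4 arrays compared, the replicate number as a block, the methods' t-test with and without adjustment and with the limit on the coefficient of variation, limma with unadjusted p, a limit of 2-fold, no limit on the fold change, separate wild-type arrays for the correlation, other limits of the regions, transport genes without the excluded organelles, list members that Table S2 does not hold, fold changes of linear means, and each of the 8 arrays left out. Another 4 alternatives were chosen after seeing the data: the t-test on probes well above background on at least 1 of the 4 arrays compared, scaling to the 6 spike-in controls that were well above background on all arrays, only the genes marked in Table S2 as regions, and the lists without their largest member.

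The precision is set by the 2 arrays per strain. The depth of an array was between 87.5% and 90.3% of gene spots well above background, and where a probe was not well above background on either array of a strain, its change is given as a lower bound. The growth and spore data of the paper were not analysed here.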

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

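The tests of the slide row, of a low level in the wild-type arrays, of the iron supply and of the cassettes were chosen after the results had been seen; those of the centering and of single arrays were set before. The gene lists and the genes beside the deletions lie outside the genes that the paper discusses.

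The 10 genes of iron uptake (str1, str2, str3, fip1, fio1, frp1, frp2, sib1, sib2 and shu1) had a median log2 fold change of 0.95 in not3, 0.56 in not2 and 0.82 in caf4, and were above 0 for 10, 9 and 10 of the 10 genes. The camera p adjusted over 30 tests was 1.89e-05 in not3, 7.45e-04 in not2 and 2.46e-08 in caf4. Under fry the adjusted p was 0.0306 in not3 and 0.04 in caf4 but 0.104 in not2. Camera before adjustment also passed its threshold in each strain with scaling to the spike-in controls. Of these genes, 6 were called in not3, 2 in not2 and 1 in caf4, and adjusted over the list alone 6, 3 and 5 were. Table S2 lists some of them, and over the members it does not list the median was 0.32 in not3 and 0.29 in caf4, with 5 genes each. With normexp background correction the medians were smaller, 0.36 in not3, 0.31 in not2 and 0.52 in caf4. Before adjustment, fry no longer passed its threshold in caf4 with scaling to the spike-in controls, over the members not listed in Table S2, or without any 1 of the wild-type and caf4 arrays, nor in not3 without not3 deletion replicate 1. With each array left out the median stayed between 0.80 and 1.11 in not3, between 0.31 and 0.83 in not2 and between 0.74 and 0.90 in caf4. The row of the slide is argued against as the whole cause, since the median of 0.95 in not3 is against wild type in the same row. So is the centering of the arrays, since the lowest median over the 3 strains under quantile, median and spike-in scaling was 0.55. A low level in the wild-type arrays alone cannot be told apart from a rise in all 3 mutants. All 3 are set against the same 2 arrays, and the lowest camera p among comparisons of 2 mutants was 0.0151, for not3 against not2, where fry gave 0.216. A rise that follows from the loss of a CCR4-NOT component stays open and may be checked only with further wild-type cultures.

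The 17 genes of iron-using proteins had a median log2 fold change of -0.25 in not3, -0.25 in not2 and -0.26 in caf4. Of the 17 genes, 14 were below 0 in not3 and in caf4 and 15 in not2. The adjusted camera p was 0.00576, 0.00507 and 0.00165, and the adjusted fry p was 0.0252, 0.04 and 0.105. Camera before adjustment also passed its threshold in each strain with scaling to the spike-in controls. Before adjustment, fry no longer passed its threshold in not3 and not2 with scaling to the spike-in controls, with medians of -0.19 and -0.091, nor in not2 with only the 4 arrays compared, without wild type replicate 1 or without not2 deletion replicate 1. In not3, 5 genes were called lower and 1 higher, in not2, 2 were called lower, and none was called in caf4; adjusted over the list alone the numbers called were 6, 2 and 0. The largest changes were those of pcl1, glt1, sdh1 and sdh2, which were 1.79-fold, 1.74-fold, 1.71-fold and 1.64-fold lower in not3. The array files describe pcl1 as a ferrous iron transporter, so that it is no iron-using protein by that description. Without it, an alternative chosen after seeing the data, the median was -0.25 in not3 and -0.23 in not2, still past the camera threshold. A lower iron supply in the mutant cultures would raise uptake genes and lower iron-using ones in each strain, and the median of -0.26 in caf4 is consistent with that. The same shared wild-type arrays leave open a higher iron supply in the wild-type cultures. The iron content of the cultures was not analysed here.

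The 22 tested stress response genes had a median log2 fold change of 0.30 in not3 (camera adjusted p = 7.59e-06, fry adjusted p = 0.0104), with 17 of 22 above 0 and 6 called higher. In not2 the median was -0.09 (camera adjusted p = 0.522), and 0.07 when scaled to the spike-in controls. In caf4 it was 0.09 (camera adjusted p = 2.29e-04, fry adjusted p = 0.0522), and below 0 under that scaling, though above the median of all probes there. Adjusted over the list alone, 6 were called in not3, 3 in not2 and none in caf4. The difference between not3 and not2 was tested itself and had a median of 0.41 (camera adjusted p = 3.03e-09, fry adjusted p = 0.00696), with 18 of 22 genes higher in not3. The largest changes were those of hsp9, srx1, zym1 and hsp16. The first 3 were 2.59-fold, 2.61-fold and 2.35-fold higher in not3, srx1 was also called higher in not2, and hsp16 was called lower in not2 alone. A difference between the slide rows is argued against as the whole cause by the rise in not3 against wild type within a row (n = 22 genes, camera p = 7.59e-07), and 1 deviating array by the difference between not3 and not2, which was at least 0.36 with each of the 4 arrays left out. The strain itself stays as a candidate explanation, and small differences between the cultures in growth or handling stay open, since no value in these data measures them.

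Beside the deleted genes, SPCC4G3.16 had a fitted log2 fold change of 2.52 in the not2 deletion, where the bound at the claim is the measured part. In the other mutants it was not well above background, and its log2 fold change was at most 0.29 in size, within 2 standard errors (0.28). A local effect of the cassette that replaced not2 is consistent with this. A loss of normal control that follows from the lack of Not2 was not tested. SPAC1B3.04c had a log2 fold change of 0.78 in the not3 deletion and of 0.36 in the not2 deletion, which lies on another chromosome. This argues against a local effect of the cassette as the whole cause, and an added local effect in the not3 deletion may remain.

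In not3 and not2, 12 genes changed in opposite directions, each with an adjusted p under 0.05 against wild type in both strains and with the difference between both strains called. They are urg1, urg2, urg3, SPAPB24D3.07c, hsp16, lsd90, SPAC1399.04c, SPAC26F1.11, SPBC1683.06c, SPAC521.03, caf5 and SPAC15E1.02c, and those not named elsewhere were chosen after their values were seen. The 3 urg genes are higher in not2 and caf4, whose arrays share a slide row that holds no wild-type array. The fall of the 3 urg genes in not3, with a median of -1.01, is against wild type in the same row, which argues against a difference between the rows as its cause; not3 and wild type still lie in different columns. Their rise in not2 and caf4, which was at least 0.49 for each gene in each strain, cannot be told apart from an effect of the row on these probes, since no wild-type array lies in that row. No biological explanation beyond the strain was tested.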

How the results depend on the processing

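Of the 35 alternatives, each result was computed again under those that apply to it, which were 8 fits with 1 array left out and between 13 and 21 others for the counts, correlations, regions and lists. In the comparisons of not3 and not2 with wild type, the medians of both chromosome 2 regions, of the unlisted genes of the regions, of iron uptake and of iron-using proteins kept their direction in all alternatives run for them. The left region kept its side of the camera threshold in all of them, with medians between -1.26 and -0.39 in not3 and between -0.89 and -0.11 in not2 under the alternatives other than leaving out arrays. For groups of genes the threshold meant below is an unadjusted p under 0.05 of camera. The cause of the changes below was not tested, apart from those that follow from fewer probes or samples.

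With normexp background correction the number of calls was 55 in not3, 32 in not2, 29 between not3 and not2, 58 between not3 and caf4 and 29 between not2 and caf4. The shared calls were 18 for not3 and not2 and 4 for not2 and caf4, and 1 gene beside a deletion was called. The unlisted region genes in not2 had a median of -0.019, no longer past the camera threshold, and the CCR4-NOT components in not2 one of -0.14, now past it. With quantile normalization, caf4 had 3 calls, shared 2 with not3 and 1 with not2, and the CCR4-NOT components in not2 had a median of -0.074, past the threshold. The share of higher calls in not3 moved from 41.8% to 52.9% (73 of 138), while in caf4 it was 66.7% (2 of 3) against 83.3% (5 of 6). With median centering the share in caf4 was 71.4% (5 of 7).

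With no filter on dim probes, not3 and caf4 shared 1 call. The unlisted region genes had a median of -0.069 in not3 and -0.14 in not2, and the right region in not2 one of -0.40, all no longer past the threshold, although the unlisted genes still passed fry in both strains. The meiotic transcripts in not3, with a median of 0.31 as reported (camera adjusted p = 0.115), were already near the threshold before adjustment (n = 11 genes, p = 0.0615). Their median here was 0.34, past it (n = 19 genes, p = 0.017). The CCR4-NOT components in not2, which were just over the threshold as reported, had a median of -0.13, past it. In not2 and caf4 the meiotic transcripts had medians of 0.01 (adjusted p = 0.645), where the mean was -0.12, and -0.05 (adjusted p = 0.758). Adjusted over the list alone, 3 meiotic transcripts were called in not3, 1 in not2 and 0 in caf4, and limma over all genes called 3, 1 and 0. With only probes well above background on all 8 arrays, 64 probes were called between not2 and caf4, the correlation of the not3 and not2 changes was 0.616, the CCR4-NOT components in not2 had a median of -0.17, past the threshold, and 1 gene beside a deletion was called. None of the deleted genes was called there, since this filter removes their probes. With the median of spots, the meiotic transcripts in not3 had a median of 0.25, past the threshold.

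With only the 4 arrays compared in each fit, caf4 had 1 call and shared 0 calls with not3 and 0 with not2, 18 probes were called between not2 and caf4, and the CCR4-NOT components in not2 had a median of -0.13, past the threshold. With the replicate number as a block, caf4 had 2 calls, shared 1 call with not3 and 0 with not2, and the meiotic transcripts in not3 had a median of 0.31, past the threshold. The correlation of the deviations from the strain means was over 0.1 for 4 of the 6 pairs of strains and not for the other 2, with values between -0.19 and 0.15, and the numbers were not taken to pair the samples. With separate wild-type arrays the correlation of the not3 and not2 changes was 0.44 and 0.454.

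The methods' t-test gave 18 calls in caf4, of which 11 were shared with not3 and 4 with not2, and the same 3 numbers with the limit on the coefficient of variation. After Benjamini-Hochberg adjustment it gave 29 calls in not3, 0 in not2 and 0 in caf4, where the unadjusted test gave 139, 59 and 18 and limma 146, 70 and 6. Of each pair of strains 0 calls were shared, 1 deleted gene and 0 genes beside a deletion were called, 3 of the 29 calls in not3 were transport genes (Fisher's exact test, p = 0.0716), and in not2 there were 0 transport genes and 0 calls inside the regions, so that no share could be given. On probes well above background on at least 1 of the 4 arrays, a set chosen after seeing the data, the unadjusted t-test gave 18 calls in caf4, with 11 and 4 shared. Limma with unadjusted p gave 33 calls in caf4, 15 shared with not3 and 14 with not2. A limit of 2-fold gave 47 calls in not3, 21 in not2 and 2 in caf4, 28, 48 and 30 between not3 and not2, not3 and caf4, and not2 and caf4, 14, 1 and 0 shared by these pairs, and 1 gene beside a deletion. No limit on the fold change gave 1420, 753 and 12 calls, 430, 1645 and 1156 between the mutants and 500, 8 and 5 shared, and 30 transport genes among the calls in not2, no longer past the threshold.

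Scaling to the spike-in controls, chosen after seeing the data, moved the median log2 fold change of all probes in caf4 to -0.29 and in not2 to 0.12. It adds 1 constant to all probes of an array, so that changes of sign, and of fry, which tests a group against 0, do not set the genes apart from the others. It gave 194 calls in caf4 (8 higher and 186 lower), 720 between not3 and caf4 and 1139 between not2 and caf4, with 11 calls shared by not3 and caf4 and 9 by not2 and caf4. The share of higher calls was 4.12% in caf4, 69.5% in not2 (66 of 95) and 57.0% in not3 (85 of 149). In caf4 the left region had a median of -0.19, the stress response genes one of -0.19 and the right region one of -0.30, past the threshold; the first 2 were above 0 as reported, and both remain above the median of all probes. With only the genes marked in Table S2, also chosen after seeing the data, the right region in caf4 had a median of 0.13, past the threshold, in place of -0.02, and the unlisted region genes in not3 one of -0.37 over 3 genes, not past it. Without the largest member of each list, chosen likewise, the meiotic transcripts in not3 had a median of 0.33, past the threshold.

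With each array left out in turn, the lone array of a strain is assumed to vary like the others. The calls ranged from 7 (without wild type replicate 1) to 83 in not2, from 1 to 165 (without caf4 deletion replicate 2) in caf4, from 43 to 95 between not3 and not2, from 109 to 314 between not3 and caf4 and from 70 to 275 between not2 and caf4. The shared calls ranged from 3 to 44 for not3 and not2, from 0 to 17 for not3 and caf4 and from 0 to 13 for not2 and caf4, and the correlation of the not3 and not2 changes from 0.461 to 0.56. The meiotic transcripts in not3 had medians from 0.12 to 0.34, and the CCR4-NOT components in not2 from -0.17 to -0.10, each past the threshold in 4 of the 8 fits. Transport genes among the calls in not2 numbered from 2 to 11, no longer past the threshold in 2 of the 8 fits, and 1 or 2 genes beside a deletion were called.

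Single genes were followed in 138 combinations of gene and strain. No called gene changed its direction. Under the alternatives other than leaving out arrays, 105 calls were lost and 27 were gained, and 2041 values kept their side of the threshold. With 1 array left out, 77 calls were lost, 15 were gained and 1012 values kept their side. A change of sign between values that were both not past the threshold is not counted as a change here, and there were 65 of these among single genes and 14 among the tests of regions and lists. Probes near background limit what can be read, and those not well above it on either array of a strain have only a bound there.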

Differences from the paper's values

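For caf4 the paper's number of genes changed at least 1.5-fold is 17, and 6 probes were called here. The 6 include the deleted gene, which is not among the paper's 17, and without it 5 were called. Of the alternatives set before the data were examined, the methods' t-test gave 18, also with the limit on the coefficient of variation, and limma with no limit on the fold change gave 12, all within 1.5 times the paper's number. All the others differ by more, from 0 with the adjusted t-test to 165 without caf4 deletion replicate 2, with 33 under limma with unadjusted p. The t-test on probes well above background on at least 1 of the 4 arrays compared, which was chosen after seeing the values, also gave 18. The paper's methods name an unpaired t-test without an adjustment for the number of genes. The paper's percentage for caf4 is 0.3%, and here it was 0.123%; the t-test gave 0.368%, with the limit on the coefficient of variation 0.369%, and limma with no limit on the fold change 0.245%. The t-test on the set of probes chosen after seeing the values gave 0.365%. All other alternatives differ by more than 1.5 times.

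The paper's number of genes changed in both not3 and caf4 is 10, and here it was 5. The methods' t-test gave 11, with or without the limit on the coefficient of variation, limma with unadjusted p gave 15, and limma with no limit on the fold change gave 8, all within 1.5 times the paper's number. Among the alternatives chosen after seeing the values, the t-test on the wider set of probes and the scaling to the spike-in controls both gave 11. The other alternatives differ by more, from 0 to 17.

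The paper's number of genes changed in both not2 and caf4 is 4, and here it was 2. Normexp background correction and the methods' t-test, with or without the limit on the coefficient of variation, gave 4, as did the fit without not2 deletion replicate 1. Median centering, only probes well above background on all 8 arrays, the median of spots and the fit without not2 deletion replicate 2 gave 3, and no limit on the fold change gave 5. The t-test on the wider set of probes, chosen after seeing the values, gave 4. The other alternatives differ by more, from 0 to 14.

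Of the 17 genes that the paper lists for caf4, all had the listed sign here and 5 were called. The methods' t-test with an unadjusted p called all 17. Its 18 calls are these 17 and the deleted gene, so that without the deleted gene it gives the paper's number.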

Other observations

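The tests of the slide row and columns were chosen after the results had been seen; the others were set before.

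The lower expression of the chromosome 2 regions in not3 and not2 was set against technical explanations. Loss of the regions' DNA is argued against by the 67.4% of tested region probes that were well above background on both not3 arrays. Dim probes are argued against as the whole cause by the probes well above background on all 8 arrays. There the highest of the 4 medians (2 regions in 2 mutants) was -0.17. With normexp background correction all 4 medians were smaller in size. They were -0.39 (left) and -0.24 (right) in not3, and -0.11 and -0.052 in not2. A part of the size may therefore come from dim probes. A drop near every chromosome end is argued against by the ends of chromosome 3, where the medians in not3 were -0.028 and -0.065, against -0.05 over all tested probes. Over the 4 ends of chromosomes 1 and 3 the median was -0.10, but these ends of 200 kb are wider than the 2 regions. A decrease shared by the ends of chromosomes 1 and 2 stays open, since both ends of chromosome 1 in not3 and its left end in not2 were lower than the genome. The row of the slide is argued against by the comparison of not3 with wild type within a row, where the higher of the 2 region medians was -0.71. For not2, whose arrays lie in the other row, the last test says nothing. Columns and rows that add up are argued against as the whole cause of the lower level in not3 than in not2, since not2 minus not3 exceeded caf4 minus wild type in both regions for every choice of 1 array per strain, although by as little as 0.051. The decrease that not3 and not2 share cannot be told apart from an effect of the columns of the slide. Against caf4, in the same row, the higher of the 2 region medians in not2 was -0.40, but the columns of not3 and not2 hold no wild-type or caf4 array. A regional effect of the lack of Not3 or Not2 also stays open.

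The small number of calls in caf4 could come from the spread of caf4 replicate 1. The number of calls in a fit without that array cannot decide this, since the loss of an array can lower the number by itself. On replicate 2 alone, with no test, 34 probes lay at least 1.5-fold from the wild-type mean, fewer than on any not3 or not2 array. This count, from 1 array, argues against the spread as the whole cause. Without replicate 2 the calls on replicate 1 rose to 165, of which 146 were lower. What sets replicate 1 apart was not tested.

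In not3 and not2 more probes lay below wild type than above it, 59.4% and 58.7% of those tested. Each array was scaled to its own 75th percentile, which removes any shift that is the same for all transcripts, so that these shares say nothing on such a shift. With scaling to the spike-in controls the medians of all probes were above 0, with 0.013 in not3 and 0.12 in not2. Against the 75th percentile the spike-ins in caf4 lay 0.28 higher than in wild type, with 0.18 on replicate 1 and 0.02 on replicate 2 against -0.18 in wild type. The share of probes below wild type depends on the scaling, the amounts of spike-in added to each sample were not used here, and no explanation was tested.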
